# Novel Mechanism of and Therapeutic Approach for Anthracycline-Induced Cardiotoxicity

**DOI:** 10.1158/2767-9764.CRC-25-0511

**Published:** 2026-06-01

**Authors:** Qingzhu Wang, Wanying Zhang, Josephine Chen, Kate T. Stenson, Shikha Parsai, Prerana Bangalore Parthasarathy, Chia-Feng Liu, Thomas Garrett, Jung Lin, Anlin Hou, Riya A. Shimpi, Eric Gu, Mei Yin, Logan Shannon, Sadie Johnson, Belinda B. Willard, E. Rene Rodriguez, Charlie Androjna, Rohit Moudgil, Yilun Sun, Jennifer S. Yu, Christopher Nguyen, Tyler J. Alban, Timothy A. Chan, Sathyamangla V. Naga Prasad, W.H. Wilson Tang, Jianhong Lin, Jianjun Zhao

## Abstract

Anthracyclines are potent chemotherapeutic agents known for their efficacy in treating various cancers via inhibition of topoisomerase II α (TOP2A). However, their clinical use is limited due to cardiotoxicity, primarily attributed to off-target inhibition of topoisomerase II β (TOP2B) in cardiomyocytes. The well-accepted mechanism involves TOP2B inhibition as a key driver of this toxicity. In this study, we identify a novel mechanism of anthracycline-induced cardiotoxicity (AIC) involving upregulated TOP2B expression and its direct impact on cardiomyocyte function. Our data show that doxorubicin significantly increased TOP2B protein levels in cardiomyocytes in AIC mouse models. The cardiomyocyte-specific, tamoxifen-inducible *TOP2B* transgenic mice exhibited pathophysiologic features consistent with doxorubicin-induced cardiotoxicity, even without exposure to anthracyclines. Additionally, we discovered that TOP2B binds to SMYD1, a histone methyltransferase critical for muscle cell function. Mutations in *SMYD1* are known to cause cardiomyopathy and heart failure in humans, and loss of *Smyd1* in mice results in a phenotype resembling AIC. More importantly, TOP2B antisense oligonucleotide (ASO) pretreatment can succussfully prevent AIC in *TOP2B* transgenic mice and AIC mouse models. Our findings reveal a novel role for TOP2B in AIC, demonstrating that its upregulation disrupts SMYD1 function in cardiomyocytes, contributing to cardiotoxicity. This study also highlights the therapeutic potential of targeting TOP2B using ASO for preventing AIC in patients with cancer, offering new insights into cardioprotective strategies.

**Significance:**

Anthracycline chemotherapy can cause severe and sometimes fatal heart damage, limiting its clinical use. We identify TOP2B upregulation as a key driver of cardiotoxicity and demonstrate that ASO therapy targeting TOP2B prevents heart failure and improves survival in preclinical models, providing a promising strategy to protect patients with cancer during chemotherapy.

## Introduction

Anthracycline-induced cardiotoxicity (AIC) is a major clinical problem, but its underlying mechanism is mostly unclear (1). Anthracyclines, which are first-line chemotherapeutic agents for a wide variety of common cancers (e.g., breast cancer, sarcomas, lymphomas, and leukemias), have toxic effects on the cardiovascular system, including cardiac arrhythmias, hemodynamic instability, inflammatory cardiomyopathy, and congestive heart failure (2). The mechanism of action of anthracyclines is widely thought to be dependent on the inhibition of topoisomerase enzymes (3), which have central roles in DNA replication, transcription, chromosome segregation, and recombination. Of the two topoisomerase 2 isozymes, topoisomerase II α (TOP2A) is highly expressed in cancer cells and is required for cell division (4). However, adult cardiomyocytes express only topoisomerase II β (TOP2B), which is involved in DNA transcription, but not DNA replication, with unique roles in chromosome structure (4). Interestingly, topoisomerases have recently been suggested to be particularly important in the transcription of long genes, suggesting that topoisomerase function may be uniquely important in certain cell types (5). Published data show that TOP2A mediates doxorubicin’s tumoricidal activity, whereas TOP2B mediates doxorubicin’s cardiotoxicity (6). However, TOP2B is expressed broadly in other tissues such as kidneys to a similar level as in the heart (7). It thus remains unclear how TOP2B-dependent toxicity (production of anthracycline-bound DNA–TOP2B complexes) leads to the prominent and organ-specific cardiotoxicity experienced in patients and may not be involved in other tissue, hampering the development of effective therapeutics for AIC.

At present, dexrazoxane is currently the only FDA-approved drug specifically indicated for preventing AIC. Its cardioprotective effects stem from multiple mechanisms, primarily by inhibiting TOP2B activity in cardiomyocytes—preventing the formation of harmful DNA cleavage complexes caused by anthracyclines—and by promoting TOP2B degradation via the proteasome. Additionally, as an EDTA derivative, it chelates iron, reducing the formation of reactive oxygen species (ROS) from iron–anthracycline complexes. Together, these actions protect the heart from both DNA damage and oxidative stress during anthracycline chemotherapy. Dexrazoxane is FDA-approved only for patients with breast cancer who have already received 300 mg/m^2^ of anthracyclines. Although dexrazoxane reduces oxidative stress by iron chelation, its interference with TOP2A catalytic activity raised concern regarding potential impact on antitumor efficacy due to its off-target effect on degradation of TOP2A in tumor cells and its role on reducing the formation of ROS. Also, dexrazoxane is not routinely used in practice, and prescription to children is currently off label in the United States (8). In 2011, its use in children was contraindicated by the European Medicines Agency over concerns of increased risk of infection, myelosuppression, and second primary malignancies and because its efficacy in children had not then been established (9). The previous contraindication for pediatric patients has been removed from the European label following evidence of safety and cardio protection. Nevertheless, a new-potency TOP2B-targeted therapy with better specificity is needed to prevent cardiotoxicity.

Using AIC mouse models and *TOP2B* transgenic mouse models, we have found that high expression of TOP2B itself is the direct mediator of AIC, without TOP2B–anthracycline–DNA complex formation in cardiomyocytes. Our studies have revealed that first, doxorubicin increased TOP2B protein level in response to DNA damage in cardiomyocytes. Second, the cardiomyocyte-specific and tamoxifen-inducible *TOP2B* transgenic (α*-MHC-MerCreMer*^*+/−*^*TOP2B*^*LSL/−*^) mouse recapitulated the pathophysiologic features of AIC without doxorubicin treatment. Third, cardiac magnetic resonance imaging (MRI) and echography determined both acute heart failure and chronic heart failure in two different *TOP2B* transgenic mouse models with different dose of tamoxifen treatment protocols. Fourth, spatial transcription analysis verified heart failure signature related to SMYD1 gene downstream genes developed in TOP2B transgenic mice. Fifth, highly expressed TOP2B binds cardiomyocyte-specific protein SMYD1, inducing dysregulation of downstream genes, which may explain the tissue-specific toxicity observed in the heart. SMYD1 is a muscle-specific histone methyltransferase and plays a pivotal role in normal cardiac muscle growth and differentiation (10), as well as dilated cardiomyopathy in humans (11). Conditional cardiomyocyte-specific *SMYD1* knockout (KO) mice produce a myopathy characterized by increased internal nuclei, hypotrophy, myofibrillar disarray, and weakness (12). Finally, TOP2B antisense oligonucleotide (ASO) treatment prolong the survival of both the TOP2B transgenic (α*-MHC-MerCreMer*^*+/−*^, *TOP2B*^*LSL/−*^) mouse model and AIC model. The superior preventive efficacy of TOP2b ASO compared with dexrazoxane in those mouse models highlights its potential as a promising therapeutic strategy for AIC in patients with cancer.

## Materials and Methods

### Mice

Doxorubicin was administered intravenously at a dose of 5 mg/kg once per week for four consecutive weeks to induce cardiotoxicity in the AIC model. Heart tissues were collected 7 days after the final dose for Western blot and quantitative PCR (qPCR) analysis. A CRISPR-mediated recombination at the Rosa26 3′UTR locus was used to generate human TOP2b conditional transgenic mice termed *hTOP2B*^*LSL/−*^ mice. *hTOP2B*^*LSL/−*^ mice were generated by inserting a CAG promoter–driven plasmid with 5X STOP cassette flanked by LoxP sites (LSL) at the start of the *hTOP2B cDNA* at the mouse *Rosa26 3*′*UTR* locus. The STOP cassette prevents expression of the *hTOP2B* gene. To remove the STOP cassette and activate hTOP2B expression in cardiomyocytes *in vivo*, the *hTOP2b*^*LSL*^ mice were mated with α*-MHC-MerCreMer*^*+/−*^ mice (The Jackson Laboratory), in which the ERT moiety retains Cre recombinase activity in the cytoplasm of most of the cardiomyocytes until tamoxifen administration, which releases this block and promotes recombination of genomic LoxP sites. Six-week-old α*-MHC-MerCreMer*^*+/−*^*hTOP2b*^*LSL/−*^ mice received intraperitoneal injections of one dose of 80 mg/kg of tamoxifen to generate acute heart failure mouse model. To more recapitulate multiple dose of doxorubicin treatment in the clinic, 16-week-old α*-MHC-MerCreMer*^*+/−*^*hTOP2b*^*LSL/−*^ mice received intraperitoneal injections of 1.5 mg/kg/week of tamoxifen for consecutive 8 weeks to generate chronic heart failure mouse model. Same-age α*-MHC-MerCreMer*^*+/−*^*sibling* mice with same doses of tamoxifen injection were used as control.

### MRI

To assess changes in the cardiac function, MRI imaging was performed on a cohort of control and transgenic mice. Data sets were acquired on a 7T MRI scanner (Biospec 70/20, Bruker), utilizing a four-channel brain array surface coil for cardiac imaging. The mice were anesthetized with 2% isoflurane and positioned within a custom-designed 3D printed adapter (Bruker). The adapter allowed for the inverted placement of the coil on the MRI bed, thereby ensuring that the heart was positioned as close as possible to the array coil element. Mice were placed in a supine position with their forelimbs extended rostrally to either side of their thorax and hind limbs extended caudally. Images were obtained using a standard short-axis self-gated FLASH sequence, with a range of 8 to 10 slices, covering the heart from the base to the apex. Self-gating was performed using an in-slice navigator echo. The sequence parameters were as follows: TE = 4 milliseconds, TR = 11.77 milliseconds, flip angle = 10 degrees, field of view = 25 × 17 mm^2^, acquisition matrix (NF × NP) = 250 × 170, and slice thickness = 0.8 mm. Cine movies with 30 frames per slice were reconstructed retrospectively based on an average respiration rate of 35 BPM. Respiratory rate, heart rate, and temperature were monitored throughout the image acquisition. The MRI data acquired allowed for quantification of left ventricular (LV) and right ventricular (RV) sizes, anterior and posterior wall thicknesses, and LV and RV cavity dilations.

### Echocardiography

Cardiac function was assessed by transthoracic echocardiography using a high-frequency ultrasound system (Vevo 2100, VisualSonics) equipped with a 30 MHz transducer. Mice were anesthetized with 1% to 2% isoflurane. Parasternal long-axis and short-axis views were obtained to evaluate LV function. LV ejection fraction and fractional shortening were calculated from M-mode tracings at the mid-papillary level using standard formulas. All measurements were averaged from at least three consecutive cardiac cycles and analyzed in a blinded manner.

### Human heart tissue preparation

Explanted human heart specimens were obtained from nonfailing heart donors and patients with AIC at the time of heart transplantation in accordance with Cleveland Clinic Foundation Institutional Review Board approval.

### Immunoprecipitation of hTOP2b-binding proteins

hTOP2B antibody (Santa Cruz Biotechnology, sc365071) was then used to pull down TOP2B-binding proteins from heart tissue lysate of α*-MHC-MerCreMer*^*+/−*^*TOP2B*^*LSL/−*^ mice 3 days after intraperitoneal injections of 80 mg/kg of tamoxifen. Normal mouse IgG (Santa Cruz Biotechnology, sc2025) was used as control. Pulldown samples were run on SDS-PAGE gels. The bands from the gel were cut out, washed/destained in 50% ethanol containing 5% acetic acid, dehydrated in acetonitrile, reduced with dithiothreitol, and alkylated with iodoacetamide prior to digestion. All bands were completely digested in-gel by using trypsin 5 μL (10 ng/μL) in 50 mmol/L ammonium bicarbonate overnight at room temperature. Peptides were extracted from the polyacrylamide in two aliquots of 30 μL 50% acetonitrile containing 5% formic acid. The extracts were combined and evaporated to <10 μL in a SpeedVac and then resuspended in 1% acetic acid to make up a final volume of ∼30 μL for liquid chromatography–mass spectrometry (LC-MS) analysis.

### MS

The LC-MS system was an LTQ-Obitrap Elite hybrid mass spectrometer system (Thermo Fisher Scientific) and a Dionex 15 cm × 75 μm id Acclaim Pepmap C18, 2 μm, 100 Å reversed-phase capillary chromatography column. Extracts were injected in 5 μL volumes, and the peptides were eluted with an acetonitrile/0.1% formic acid gradient at a flow rate of 0.25 μL/minute introduced into the mass spectrometer source. The microelectrospray ion source was operated at 2.5 kV. The digest was analyzed using the data-dependent multitask capability of the instrument, acquiring full-scan mass spectra in the Orbitrap at a resolution of 60,000 to determine peptide molecular weights and production spectra in the ion trap to enable determination of the amino acid sequence in sequential scans. Data were analyzed by using all the collected CID spectra and searching the NCBI human reference sequence database (March 2015 with 99,739 entries) with the search programs Mascot (version 2.3.0) and SEQUEST (version 2.2). The data were uploaded into Scaffold (version 4.0) for protein and peptide validation. To identify proteins, a threshold of at least five CID spectra (spectral counts) was set; the proteins identified in TOP2B pulldown/control pulldown samples at a level greater than 2.5-fold were collected by filtration and marked as TOP2B-binding proteins for further analysis.

### Immunohistochemistry

Formalin-fixed, paraffin-embedded (FFPE) tissue sections were deparaffinized and then incubated with rabbit anti-TOP2B polyclonal antibody (Novus, NB100-40842) and rabbit anti-SMYD1 antibody (Santa Cruz Biotechnology, Inc., sc514804) at 4°C overnight. After incubation with horseradish peroxidase (HRP)-conjugated goat anti-rabbit secondary antibody, the signal was detected using a DAB Substrate kit (Abcam, ab64238) according to the manufacturer’s instructions. Images were obtained using a phase-contrast microscope (Leica DM2000 LED) equipped with a digital camera (Leica DMC 2900).

### Immunoblotting

Total cellular protein samples were isolated by RIPA buffer with protease and phosphatase inhibitors (Thermo Fisher Scientific). Where indicated, mitochondrial and cytosolic proteins were isolated using Mitochondria Isolation Kit (Thermo Fisher Scientific), per the manufacturer’s instructions. Proteins were resolved on 4% to 12% Bis-Tris polyacrylamide gels (Thermo Fisher Scientific) and transferred onto polyvinylidene difluoride membranes (Millipore). Membranes were blocked with 5% nonfat milk and incubated overnight with rabbit anti-TOP2B polyclonal antibody (Novus, NB100-40842), hTOP2B antibody (Santa Cruz Biotechnology, Inc., sc365071), mouse anti SMYD1 (Santa Cruz Biotechnology, Inc., sc514804), mouse anti-TITIN (Santa Cruz Biotechnology, Inc., sc271945), and rabbit anti–enolase 3 (ENO3; GTX113429) overnight at 4°C. Membranes were then washed and incubated with HRP-linked anti-rabbit IgG secondary (Cell Signaling Technology, #7074) or HRP-linked anti-mouse IgG secondary (Cell Signaling Technology, #7076S). Detection of chemiluminescence was carried out using a SuperSignal West Femto Maximum Sensitivity Substrate kit (Thermo Fisher Scientific).

### Immunofluorescence microscopy

Fresh-frozen mouse heart tissues were embedded in optimal cutting temperature compound and sectioned at 5 μm thickness using a cryostat microtome. Tissue sections were air-dried, washed in phosphate-buffered saline (PBS), and fixed in prechilled acetone (−20°C). Sections were then permeabilized with 0.1% Triton X-100 in PBS. After blocking, slides were incubated overnight at 4°C with the following primary antibodies: human TOP2B (hTOP2B; Santa Cruz Biotechnology, sc-365071) and cardiac troponin I (cTnI; Sino Biological, 100758-T08). Following primary antibody incubation, sections were washed with PBS and incubated with appropriate fluorescent secondary antibodies for 1 hour at room temperature: goat anti-rabbit Alexa Fluor 488 (Thermo Fisher Scientific, cat. #A-11008, RRID: AB_143165) and goat anti-mouse Alexa Fluor 594 (Thermo Fisher Scientific, cat. #A-11005, RRID: AB_2534073). After washing, slides were mounted with antifade DAPI-containing mounting medium. Fluorescent images were acquired using a Leica TCS SP8 confocal microscope. Image analysis was performed using Leica LAS X software. For selected samples, z-stack images were obtained at sequential optical sections and processed to generate maximum intensity projections (MIP). Brightness and contrast adjustments were applied uniformly to images acquired under identical settings for visualization purposes.

### hTOP2b and SMYD1 binding site identification

To further elucidate the binding site of SMYD1 with TOP2B, a series of eGFP-SMYD1 plasmids were generated. These plasmids included the full-length human SMYD1 sequence as well as various truncated fragments of human SMYD1. The plasmid constructs were designed and synthesized to retain the appropriate coding regions while enabling the identification of specific interaction domains. The 3FLAG-hTOP2B plasmid was constructed by using hTOP2B cDNA cloned into empty vectors. Each construct was verified by sequencing to confirm accuracy and integrity before use in subsequent experiments. Human immortalized cardiomyocyte AC16 cells were transfected with 3FLAG-hTOP2B plasmid and individual eGFP-SMYD1 plasmids. Flag tag antibody was then used to pull down individual eGFP-SMYD1 proteins. Anti-IgG was used as control. Pulldown samples were run on SDS-PAGE gels and for Western blot analysis of FLAG and eGFP. AC16 cells were also seeded in six-well plates on sterile glass coverslips for immunofluorescence microscopy study. The samples were washed, fixed with −20°C acetone, permeabilized with 0.1% Triton X-100, and then incubated with primary antibodies: mouse anti-FLAG antibody (Sigma cat. #SLCQ9255, RRID: AB_259529), washed with 1× PBS. Then the tissues were stained with the secondary antibody goat anti-mouse (Abcam cat. #ab150115, RRID: AB_2687948). Images were captured by confocal microscopy (Leica TCS SP8). Images were analyzed with Leica LAS-X software. In some instances, a set of images were taken at varying z-stack depth and compressed to create a MIP. Brightness and contrast were uniformly altered in images taken with identical settings for visualization.

### Transmission electron microscopy analysis

Mouse hearts were submerged in EM grade 2.5% glutaraldehyde and 4% paraformaldehyde in 0.2 mol/L sodium cacodylate buffer (pH 7.4) at 4°C immediately after collection and fixed at 4°C overnight. After washing three times for 5 minutes in sodium cacodylate buffer (0.2 mol/L, pH 7.3), the heart tissues were fixed in 1% aqueous osmium tetroxide for 60 minutes at 4°C, then washed twice for 5 minutes with sodium cacodylate buffer, and rinsed once with maleate buffer (pH 5.1, 5 minutes). After changing to 1% uranyl acetate in maleate buffer, the cochlear tissues were stained for 60 minutes; the uranyl acetate was removed. The samples were then washed three times for 5 minutes with maleate buffer and then dehydrated with ascending grades of ethanol and finally embedded in Epon resin (Electron Microscopy Science). Ultrathin sections (85 nm) were cut by means of an EM UC7 ultramicrotome (Leica Microsystems), then successively stained with uranyl acetate and lead citrate, and examined with a TEM instrument at 80 kV (Tecnai G2 SpiritBT, FEI).

### Visium spatial single-cell RNA sequencing

The histology workflow utilized the Visium CytAssist Spatial Gene Expression for FFPE (following protocol CG000520). Tissue sections, prepared according to the Visium CytAssist Spatial Gene Expression for FFPE – Tissue Preparation Guide (protocol CG000518), were cut into 5-μm slices and mounted on Fisherbrand Plus Microscope Slide. These sections were hematoxylin and eosin–stained after deparaffinization and then imaged and decoverslipped, followed by hematoxylin destaining and decrosslinking (Protocol CG000520). Using the Visium CytAssist instrument, analytes from the tissue sections were transferred to a Visium CytAssist Spatial Gene Expression slide with 6.5 × 6.5 mm capture area. The subsequent probe extension and library construction steps followed the standard Visium for FFPE workflow outside of the instrument. Sequencing libraries, created with paired-end dual-indexing (28 cycles read 1, 10 cycles i7, 10 cycles i5, and 50 cycles read 2S). Sequencing libraries were demultiplexed with NovaSeq (Illumina). Differential gene expression between α*-MHC-MerCreMer*^*+/−*^ mice and α*-MHC-MerCreMer*^*+/−*^*hTOP2b*^*LSL/−*^ mice cardiomyocyte populations was performed in Seurat (R). After standard preprocessing (normalization, scaling, and clustering) and identification of the relevant cardiomyocyte cluster(s), marker genes were identified using Seurat FindMarkers with the Wilcoxon rank-sum test. Genes were tested across groups and reported as average log_2_ fold change (avg_log_2_FC) with associated *P* values. Multiple testing correction was performed using the Benjamini–Hochberg method to obtain adjusted *P* values (*P*_val_adj). Genes with adjusted *P* < 0.05 were considered differentially expressed. For downstream enrichment, DEGs were separated into upregulated (avg_log_2_FC > 0) and downregulated (avg_log_2_FC < 0) sets. Gene Ontology (GO) enrichment analysis was performed on upregulated and downregulated DEG lists using clusterProfiler (R). Gene symbols were converted to Entrez IDs using the appropriate organism annotation database. Overrepresentation analysis was conducted using enrichGO with ont = “BP” (Biological Process). The background gene universe was defined as all genes detected in the analyzed cardiomyocyte population (or all genes tested in FindMarkers). Enriched GO terms were considered significant at FDR-adjusted *P* < 0.05 (Benjamini–Hochberg). The top enriched BP terms (ranked by FDR or gene ratio) were visualized as a horizontal bar plot, with upregulation-associated terms shown in red and downregulation-associated terms shown in blue. Data are publicly available on GEO (GSE319842).

### Design and transfection of TOP2B ASO

To target human TOP2B, we designed and synthesized 30 Gampers ASOs (Supplementary Table S1; Eurofins Genomics). Each ASO was carefully optimized for specificity to the TOP2B mRNA sequence. First, sequence-dependent off-target hybridization risk was evaluated using NCBI BLAST against the mouse and human transcriptome to identify potential partial complementarity outside the intended target. No significant unintended full-length complementarity was identified, and no high-affinity off-target transcripts with ≤2 mismatches were detected. Second, the ASO sequence was analyzed for immunostimulatory CpG motifs known to activate TLR9-mediated innate immune responses. The sequence does not contain canonical CpG dinucleotide motifs associated with strong immune activation. Third, we evaluated GC content, melting temperature, and predicted secondary structure to ensure appropriate hybridization specificity and avoid self-complementary hairpin formation that could alter biodistribution or toxicity. AC16 human cardiomyocyte cells were cultured in standard growth media under optimal conditions. Cells were transfected with 20 μg/mL of the TOP2B-targeting ASOs using Lipofectamine RNAiMAX (Thermo Fisher Scientific) according to the manufacturer’s protocol. After 48 hours of transfection, cell lysates were collected, and TOP2B protein levels were determined via Western blot analysis. Western blotting was performed using rabbit anti-TOP2B polyclonal antibody (Novus, NB100-40842) to confirm the knockdown efficiency of the ASOs.

### AC16 cell differentiation and metabolic conditioning

AC16 human cardiomyocytes (Millipore, SCC109) were used at passages 4 to 8; all were authenticated by short tandem repeat profiling and tested negative for *Mycoplasma*. AC16 human cardiomyocyte cells were subjected to a differentiation and metabolic conditioning protocol designed to promote a shift from a glycolytic metabolism toward oxidative phosphorylation. Cells were first expanded in standard growth medium consisting of DMEM/F12 supplemented with 10% fetal bovine serum (FBS) and 1% penicillin/streptomycin (P/S) and cultured to approximately 80% to 90% confluence. To initiate differentiation and metabolic reprogramming, the growth medium was replaced with a differentiation medium composed of DMEM/F12 supplemented with 2% horse serum, 1× insulin–transferrin–selenium, 1% FBS, and 0.5% P/S. This medium composition is known to support cardiomyocyte maturation and enhance mitochondrial biogenesis and function. Cells were maintained in differentiation medium for 14 days, with medium changes every 2 to 3 days. No passaging or enzymatic dissociation (e.g., trypsinization) was performed during this period to preserve cell–cell contacts and promote stable differentiation. Successful differentiation was confirmed by the upregulation of SMYD1, a cardiac-specific histone methyltransferase and differentiation marker, as assessed by Western blotting. Increased SMYD1 expression is associated with enhanced mitochondrial function and oxidative metabolism, consistent with the expected shift in AC16 cell metabolic phenotype. Under these conditions, AC16 cells progressively adopt a more oxidative metabolic phenotype, characterized by increased reliance on mitochondrial respiration.

### Oxygen consumption assay

The functional activity of differentiated AC16 cells mitochondria was measured by using a Seahorse XFe24 Analyzer and a Seahorse XF Cell Mito Stress Test Assay (Agilent Technologies). The oxygen consumption rate (OCR) of cells was measured according to manufacturer’s instructions. A measure of 100 nmol/L TOP2B ASO (TOP2B ASO 18) or 100 nmol/L GFP ASO were transfected 24 hours prior to the experiment and then resuspended, and 5 × 10^4^ cells were seeded into 24-well plates and allowed to attach overnight, according to the manufacturer’s instructions, while being treated with doxorubicin at 1 μg/mL for 24 hours. The culture medium was removed and replaced with dye and buffer-free XF DMEM medium (Agilent Technologies). Then cells were subjected to OCR detection in the presence of oligomycin (1 μmol/L), carbonyl cyanide p-trifluoromethoxy phenylhydrazone (FCCP, 2 μmol/L), and a combination of rotenone (0.5 μmol/L) and antimycin A (0.5 μmol/L). Basal OCR = OCR before the injection of oligomycin. Adenosine triphosphate (ATP) synthesis–linked OCR (ATP-linked) = basal OCR − OCR following oligomycin injection. Maximum OCR = OCR following the injection of FCCP. Reserve = maximum respiration − basal OCR. Proton leak–linked OCR = uncoupled OCR following oligomycin − non-mitochondrial OCR following injection of rotenone and antimycin A. Nonmitochondrial OCR = OCR following the injection of rotenone and antimycin A. Significant outliers were removed prior to analysis.

### Evaluating the efficacy of ASO in preventing cardiomyopathy *in vivo*

To evaluate the efficacy of ASO therapy in preventing cardiomyopathy, we utilized a tamoxifen-inducible, cardiomyocyte-specific TOP2B transgenic mouse model (α*-MHC-MerCreMer*^*+/−*^*hTOP2B*^*LSL/−*^) as well as an AIC model in wild-type C57BL/6J mice. For the TOP2B transgenic cardiomyopathy model, transgenic TOP2B expression was induced by a single intraperitoneal injection of tamoxifen (80 mg/kg). Mice received either TOP2B ASO-18 (10 mg/kg, subcutaneously) or dexrazoxane (100 mg/kg, intraperitoneally) 30 minutes before tamoxifen injection, whereas control mice received saline (intravenously). The day of tamoxifen administration was defined as day 1 for survival analysis. For the AIC model, doxorubicin was administered at 5 mg/kg intravenously once per week for four consecutive weeks to induce cardiotoxicity in wild-type C57BL/6J mice. Mice received either TOP2B ASO-18 (2.5 mg/kg, subcutaneously) or dexrazoxane (25 mg/kg, intraperitoneally) 30 minutes prior to each doxorubicin injection. Control mice received saline injections. The day following the final doxorubicin dose was defined as day 1 for survival analysis. Survival curves were generated using the Kaplan–Meier method, and group comparisons were performed using Cox proportional hazards regression analysis. Statistical analyses were conducted using GraphPad Prism, with *P* < 0.05 considered statistically significant.

### Statistical analysis

A two-tailed Student *t* test was performed using SPSS (version 17.0) to compare independent pairs of groups. *P* ≤ 0.05 was statistically significant.

## Results

### TOP2B expression in heart sample in patients with AIC

Published data had showed that TOP2A mediates doxorubicin’s tumoricidal activity, whereas inhibition of TOP2B mediates doxorubicin’s cardiotoxicity (6). We had collected the AIC patient samples from patients with end-stage heart failure undergoing cardiac transplantation (Supplementary Table S1). In heart specimens from patients with AIC, higher expression of TOP2B is observed in heart samples of 10 of the 17 patients with AIC enrolled in the study compared with 17 age- and sex-matched heart samples from normal donors (ND; Fig. 1A). Cardiomyocyte histology of the patients with AIC disorganized myofibrils compared with ND patients (Fig. 1B), with higher TOP2b expression (Fig. 1C) and collagen deposition (Fig. 1D). These findings contradict the prevailing theory that inhibition of TOP2B by anthracycline drugs is the primary driver of AIC. However, it is important to note that the AIC patient samples analyzed were obtained from individuals with end-stage heart failure undergoing cardiac transplantation, which does not fully represent the earlier stages of TOP2B dysregulation following doxorubicin treatment. Consequently, using only end-stage patient samples makes it difficult to delineate how TOP2B contributes to the development of functional cardiac defects without complementary *in vivo* animal studies.

**Figure 1.**
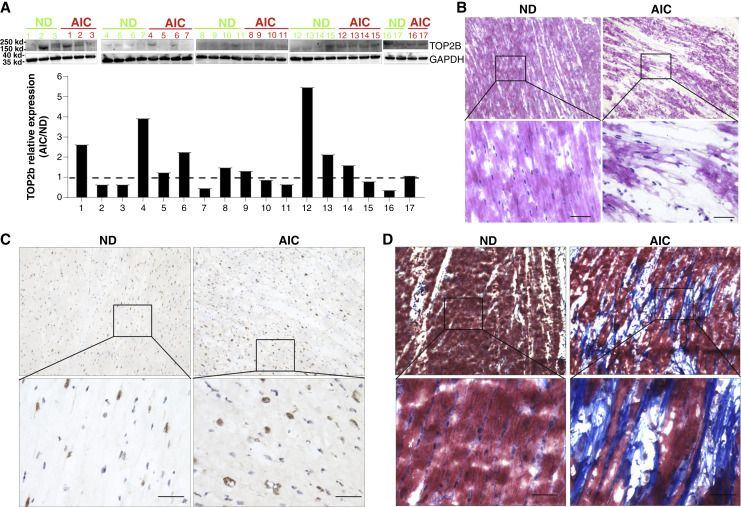
Doxorubicin induces TOP2B overexpression in human AIC specimens. **A,** Western blot analysis showing the expression levels of TOP2B and GAPDH in heart tissue samples from ND patients and patients with AIC. **B,** Hematoxylin and eosin stains of heart tissue sections from ND patients and patients with AIC, illustrating tissue morphology and cellular integrity. **C,** IHC staining showing the localization and expression of TOP2B in heart tissue sections from ND patients and patients with AIC. **D,** Masson’s Trichrome staining of heart tissue sections from ND patients and patients with AIC, highlighting fibrosis in purple color in the tissue.

### TOP2B upregulation in response to doxorubicin induces DNA damage

In order to examine the TOP2B changes after anthracycline drug treatment, we used AIC mouse model wherein treatment with doxorubicin (5 mg/kg/week) for four consecutive weeks for AIC mouse model as described in the literature (13). This recapitulating histologic changes in human AIC. Analysis of TOP2B expression in doxorubicin mouse models after 1 week of the last dose revealed that TOP2B protein is upregulated in cardiomyocytes (Fig. 2A) but not significantly in mRNA level (Supplementary Fig. S1). TOP2B protein level had been found also upregulated in AIC mouse models by using immunohistochemistry (IHC) methods (Fig. 2B; Supplementary Fig. S2). To further define the cellular localization of TOP2B upregulation, we performed immunofluorescence staining of cardiac sections using antibodies against TOP2B and cardiac troponin I (cTnI), a structural marker of cardiomyocytes. In saline-treated controls, TOP2B expression was low and diffusely distributed, and cTnI exhibited the expected organized sarcomeric pattern. In contrast, doxorubicin treatment resulted in marked nuclear accumulation of TOP2B within cTnI-positive cardiomyocytes (Fig. 2C). Notably, cTnI staining appeared less organized and more diffuse in doxorubicin-treated hearts, suggesting disruption of sarcomere structure consistent with cardiomyocyte injury. These findings indicate that TOP2B upregulation occurs specifically in cardiomyocytes following anthracycline exposure and may be associated with structural alterations characteristic of cardiotoxicity.

**Figure 2.**
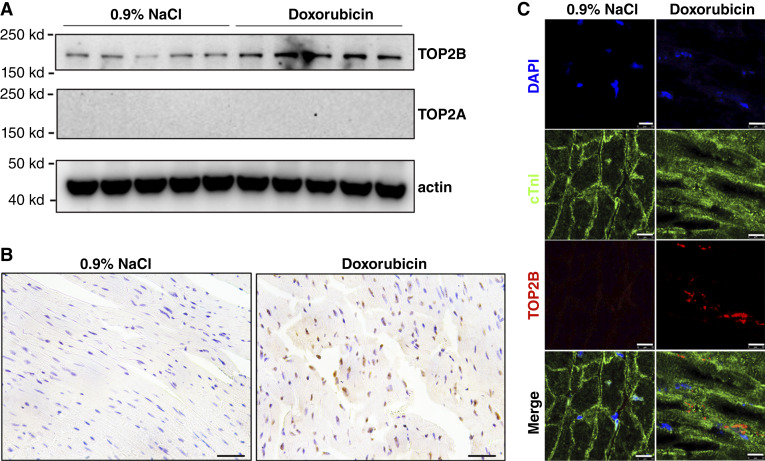
Doxorubicin induces TOP2B overexpression in the AIC mouse model. **A,** Western blot analysis showing increased expression of TOP2B protein in the AIC mouse model treated with doxorubicin (5 mg/kg/week, i.v., for four consecutive weeks) in mice with AIC. **B,** IHC staining confirming TOP2B overexpression in tissue samples from the same model. **C,** Immunofluorescence staining of cardiac sections demonstrating increased nuclear TOP2B (red) in cardiomyocytes following doxorubicin treatment. cTnI (green) marks cardiomyocytes, and DAPI (blue) labels nuclei. Merged images show enhanced nuclear localization of TOP2B in cardiomyocytes of doxorubicin-treated hearts relative to controls. Scale bars as indicated.

### TOP2B transgenic mice develop cardiomyocyte damage after TOP2B is induced

To determine whether AIC develops in mice via anthracycline mediated TOP2B overexpression, we generated a new Rosa 26 TOP2B conditional transgenic mouse model (Fig. 3A). To mimic the effect of doxorubicin-induced heart TOP2B overexpression, we crossed *Rosa 26 TOP2B*^*LSL/−*^ mice with α*-MHC-MerCreMer-CreERT2*^*+/−*^ mice, in which Cre-induced expression of TOP2B is controlled by the CAG promoter, a well-established strategy for generating transgenic mice that ensures high expression in organs after tamoxifen administration (14). In 6-week-old mice, after given one 80 mg/kg dose of tamoxifen, dissection revealed high TOP2B expression in hearts (Fig. 3B). The cardiomyocyte-specific TOP2B transgenic (α*-MHC-MerCreMer*^*+/−*^*TOP2B*^*LSL/−*^) mice developed growth retardation (Fig. 3C) and heart dilatation (Fig. 3D) after TOP2b was induced. Histology checking verified TOP2B overexpression in cardiomyocyte (Fig. 3E), cell nuclear aggregation (Fig. 3F) and mitophagy [Fig. 3G (green arrow)], abnormal myofibrillar architecture [Fig. 3G (red arrow)], and collagen deposition (Fig. 3H).

**Figure 3.**
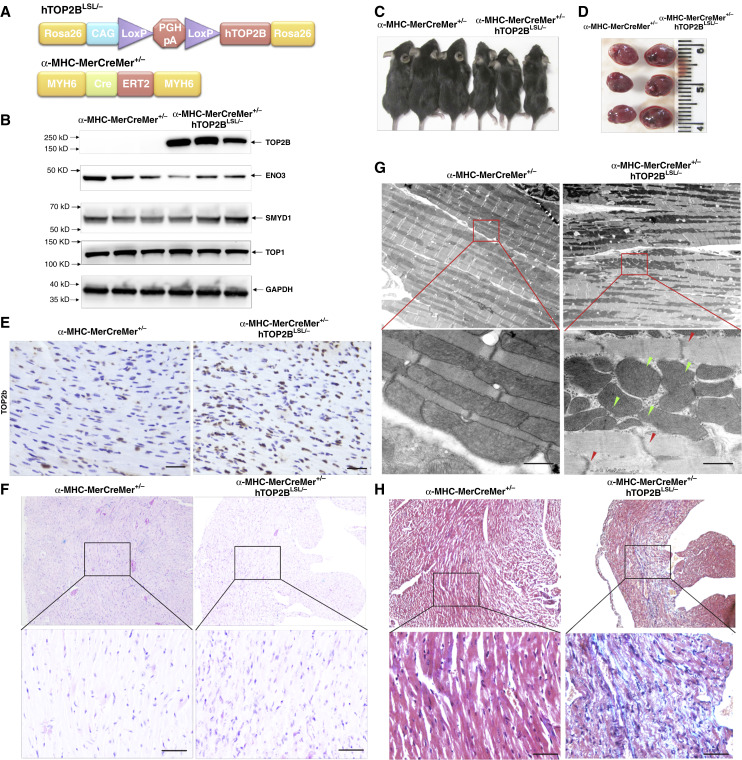
TOP2B conditional transgenic mouse model. **A,** Schematic diagram of α-MHC-MerCreMer^+/−^, TOP2B^LSL/−^ conditional transgenic mouse model. **B,** Western blot result of expression in heart tissue from α-MHC-MerCreMer^+/−^, TOP2B^LSL/−^ transgenic mice compared with α-MHC-MerCreMer^+/−^ control mice. Representative image of (**C**) mice and (**D**) heart in α-MHC-MerCreMer^+/−^, TOP2B^LSL/−^ transgenic mice (*n* = 3) and α-MHC-MerCreMer^+/−^ control mice (*n* = 3) after tamoxifen injection 3 days. Hematoxylin and eosin staining (**E**), IHC of TOP2b (**F**) and EM (**G**) checking (**H**) Masson’s Trichrome staining of heart tissue sections from α-MHC-MerCreMer^+/−^, TOP2B^LSL/−^ transgenic mice (*n* = 3) and α-MHC-MerCreMer^+/−^ control mice after tamoxifen treatment at 6 weeks of age.

### TOP2B transgenic mice have much shorter survival due to acute heart failure

After a standard 80 mg/kg single dose of tamoxifen injection from days 7 to 10, all TOP2B transgenic (α*-MHC-MerCreMer*^*+/−*^*TOP2B*^*LSL/−*^) mice developed acute heart failure phenotype, including slow movement, difficulty in breathing, and weakness (Fig. 4A; Supplementary Video S1), and then quickly died from acute heart failure (Fig. 4B), but none of the α*-MHC-MerCreMer*^*+/−*^ control mice exhibited these changes or died. There were obvious morphology changes in the thickness of the left ventricle (LV; Fig. 4C; Supplementary Videos S2 and S3) and significantly reduced EF and CO in TOP2B transgenic (α*-MHC-MerCreMer*^*+/−*^*TOP2B*^*LSL/−*^) mice in echocardiograph (Fig. 4D; Supplementary Table S2). 

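Gene expression in heart tissue was measured with the Visium CytAssist assay for FFPE sections, in which probes for each gene are captured on an array of barcoded spots and counted by their unique molecular identifiers (UMIs). The comparison rests on 1 section from a control α-MHC-MerCreMer+/− heart and 1 section from a TOP2B transgenic α-MHC-MerCreMer+/−TOP2B LSL/− heart, each cut at 5 μm and captured on an area 6.5 mm wide. The authors deposited raw UMI counts per gene and spot from Space Ranger 2.0.0 for the spots over tissue. The control section had 1256 spots and 14376300 UMIs, with a median of 11336 UMIs per spot. The transgenic section had 924 spots and 12953389 UMIs, with a median of 14531 per spot, and 1 of its spots had no UMI. A spot is a small region that can hold cells of several types, so the values describe the tissue of the sections. UMIs were summed over all spots of a section and divided by the section's total to give UMIs per 1000000 (CPM), and the sections were compared by the log2 ratio of transgenic over control CPM. With 1 section per condition no test was run, and no difference has a replicate check. Ranges in parentheses are 95% intervals (exact Poisson for summed UMIs, exact conditional binomial for ratios of single genes, Clopper–Pearson for shares, Poisson resampling for medians of gene lists) and cover counting error only. Of 19465 genes, 15236 had at least 20 UMIs over both sections, and the median of their log2 ratios was 0.20. Every log2 ratio fell by 0.16 with edgeR's TMM factors, fell by 0.15 with DESeq2's size factors and fell by 0.09 when the 50 most abundant genes were left out of the totals. Medians of gene lists are therefore also given relative to the median of all genes, which none of these scalings changes. Each list is described by its place among 10000 random lists of equally many genes matched on mean CPM.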

To define the transcriptional changes induced by TOP2B activation in cardiomyocytes, we performed differential expression analysis between α*-MHC-MerCreMer*^*+/−*^*TOP2B*^*LSL/−*^ cardiomyocytes and control α*-MHC-MerCreMer*^*+/−*^ cardiomyocytes. 

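The 39 collagen genes with at least 20 UMIs had a median log2 ratio of 1.59 (1.45 to 1.85), which lay 1.39 above the median of all genes and above all 10000 matched random lists. Of these genes, 36 were higher in the transgenic section by CPM, and 35 were higher with either TMM factors or DESeq2 size factors. They ranged from Col25a1 at -1.91 to Col9a2. Collagen UMIs made up 0.257% of the control section and 0.851% of the transgenic section. Among 49 other ECM genes, 46 were higher in the transgenic section by CPM and 45 with either of the other scalings. Their median was 1.79 (1.63 to 1.94), also above all matched random lists, and they ranged from Timp4 at -0.50 to Ltbp2, which rose from 10 to 1090 UMIs. Col1a1 and Col3a1, chosen after the values were seen, had log2 ratios of 2.68 (2.62 to 2.74) and 2.01 (1.97 to 2.05). The collagen median moved most when only genes with at least 200 UMIs were kept, to 1.87, and the median of the other ECM genes moved most in the 50% of spots of each section richest in cardiomyocyte genes, to 1.24. A list of 10 fibroblast genes, of which 1 is also on a matrix list, had a median of 1.45 (1.33 to 1.58), or 1.16 among genes with at least 200 UMIs. Its summed UMIs rose less, from 12605 to 16581, or from 0.0877% to 0.128% of the totals.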

We identified robust transcriptional reprogramming characterized by marked upregulation of the extracellular matrix (ECM) and structural remodeling genes. 

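Myh7 (ENSMUSG00000053093, chromosome 14 from 54970684 to 54994626 in RefSeq on GRCm38.p6) had a log2 ratio of 7.87 (7.74 to 8.00). This was the highest value of the 8021 genes with at least 200 UMIs in either section, with control Myh8 set to 3 counts. Myh7 had 483 UMIs (441 to 528) in the control section and 101646 (101022 to 102273) in the transgenic section. Col9a2 (ENSMUSG00000028626, chromosome 4 from 121039566 to 121055325) rose from 7 to 653 UMIs, a log2 ratio of 6.69 (5.64 to 8.01). Myh8 (ENSMUSG00000055775, chromosome 11 from 67277124 to 67308634) had 0 UMIs in the control section and 279 in the transgenic section. With the control set to a floor of 3 counts, or 0.209 CPM, Myh8 was at least 103-fold higher in the transgenic section if counting error in its 279 UMIs is set aside. The exact interval of its log2 ratio, which covers that error, starts at 6.38 and has no upper limit. Whether Myh8 ranks above or below Myh7 is therefore open. Each transgenic quadrant, split at the center of the tissue, held 16.1 to 25.8 CPM of Myh8. Myh8 UMIs equaled 0.274% of Myh7 UMIs in the transgenic section, and the same share of the control Myh7 count comes to 1.33 UMIs. The other genes among the 10 highest were Sprr1a, Ltbp2, Cck, Cthrc1, Nppa, Serpina3n and Comp, with log2 ratios from 5.91 for Comp to 7.43 for Sprr1a. Cck rested on 3 control UMIs and had a log2 ratio of 6.85 (5.29 to 9.13). With 1 CPM added to both sections, the alternative that moved Myh8 most, its log2 ratio was 4.49. The paper's reported average log2 fold changes in Table S3, of whose 14192 genes the first 1997 were used here, are 7.80 for Myh7, 6.34 for Col9a2 and 8.06 for Myh8. With 0 control UMIs, the value for Myh8 depends on a constant of 1 that the calculation adds to the control sum.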

Among the most significantly upregulated genes were Myh8, Myh7, Col9a2, etc., many of which are associated with fibrosis, matrix deposition, and pathologic remodeling. 

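Nppa (ENSMUSG00000041616, chromosome 4 from 148000722 to 148002074) had 3935 UMIs (3813 to 4060) in the control section and 262300 (261297 to 263306) in the transgenic section. This is 274 against 20249.5 CPM, a log2 ratio of 6.21 (6.16 to 6.25). Control quadrants held 180 to 374 CPM of Nppa, and transgenic quadrants 10678 to 27342 CPM. All 11 fetal and stress genes with at least 20 UMIs, Nppa and Myh7 among them, were higher in the transgenic section under CPM, TMM and DESeq2 scaling. Their median log2 ratio was 2.74 (2.59 to 3.23), or 2.54 above the median of all genes, and lay above all matched random lists. It moved most, to 3.60, without the spots at the tissue edge. Acta2 had the lowest value, 0.50. Ankrd1 and Acta1 were chosen after the values were seen and had log2 ratios of 3.68 (3.65 to 3.71) and 2.62 (2.57 to 2.67). Nppb, chosen in the same way, had 4 UMIs in the control section and 13 in the transgenic section, a log2 ratio of 1.85 (0.16 to 3.92).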

Several fetal or stress-associated cardiac genes, including Nppa and Myh7, were strongly induced, consistent with activation of a maladaptive remodeling program (Fig. 4E and F; Supplementary Table S3). In contrast, a broad set of genes involved in cardiomyocyte contractile function and calcium handling and mitochondrial energy metabolism were significantly downregulated. This included canonical adult cardiomyocyte markers and excitation–contraction coupling genes such as Myh6, Tnni3, and Myl2. 

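The 20 adult contractile genes had a median log2 ratio of -0.40 (-0.42 to -0.38), or -0.60 relative to all genes. Of these, 15 were lower in the transgenic section by CPM, 18 with TMM factors and 17 with DESeq2 size factors. They ranged from Tcap at -2.62 to Des at 1.52. The contractile median lay above 58.4% of the matched random lists, but these had a median of -0.46 themselves, and 37.3% of their draws fall on genes of other cardiomyocyte or mitochondrial lists. With those genes left out of the matching, a choice made after the values were seen, the random lists had a median of 0.18 and the contractile median lay above 1.01% of them. The place of this list therefore depends on which abundant genes it is set against. Des, Tnnt2, Mybpc3 and Csrp3, chosen after the values were seen, had intervals above 0 by CPM, and with TMM or DESeq2 scaling this held for Des and Tnnt2. Contractile UMIs made up 11.5% of the control section and 7.83% of the transgenic section. The 21 calcium handling genes had a median of -0.62 (-0.72 to -0.54), which was above only 0.25% of the matched random lists. Under CPM, TMM and DESeq2 scaling alike, 14 of them were lower and 7 higher, from Cacna1c at -2.21 to Fkbp1b at 1.42. Of 20 fatty acid oxidation genes, 19 were lower under each of these scalings, with a median of -0.95 (-0.99 to -0.93), and Cd36 was higher at 0.27. All 13 tricarboxylic acid cycle genes were lower under each of these scalings, with a median of -0.92 (-0.95 to -0.88). The contractile median moved most with TMM factors, to -0.56, and the calcium handling median moved most among genes with at least 200 UMIs, to -0.83. In the spots richest in cardiomyocyte genes, the fatty acid oxidation median was -0.61.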

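Myh6 (ENSMUSG00000040752, chromosome 14 from 54941921 to 54968017) had 265534 UMIs (264525 to 266546) in the control section and 74280 (73747 to 74816) in the transgenic section, a log2 ratio of -1.69 (-1.70 to -1.68). For Tnni3 (ENSMUSG00000035458), 145042 and 34487 UMIs gave -1.92 (-1.94 to -1.91). Myl2 (ENSMUSG00000013936) had 303048 and 111997 UMIs, or -1.29 (-1.30 to -1.28). For each of these 3 genes, every transgenic quadrant lay below every control quadrant by CPM. Their log2 ratios moved most in the spots richest in cardiomyocyte genes, to -1.47 for Myh6, -1.69 for Tnni3 and -0.96 for Myl2. Myh7 made up 0.182% (0.166% to 0.198%) of the 266017 Myh6 and Myh7 UMIs in the control section and 57.8% (57.5% to 58.0%) of the 175926 in the transgenic section. This share is taken within a section and does not depend on the scaling between sections. It ranged from 0.146% to 0.219% over the control quadrants and from 50.4% to 64.7% over the transgenic quadrants. It was 54.5% in the transgenic spots richest in cardiomyocyte genes, the largest move among the alternatives for that section.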

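Ucp3 (ENSMUSG00000032942, chromosome 7 from 100472991 to 100486432) had the lowest log2 ratio of the genes with at least 200 UMIs in either section, -5.74 (-6.39 to -5.16). It had 1426 UMIs (1353 to 1502) in the control section and 24 (15.4 to 35.7) in the transgenic section, or 99.2 and 1.85 CPM. With 1 CPM added to both sections the value was -5.13. Slc25a11 (ENSMUSG00000014606, chromosome 11 from 70644019 to 70647531) had 14019 and 4874 UMIs, a log2 ratio of -1.37 (-1.42 to -1.33), and -1.11 in the spots richest in cardiomyocyte genes. Transgenic quadrants held 298 to 469 CPM of Slc25a11 and control quadrants 964 to 987 CPM. The genes next to Ucp3 at the low end were Fndc5 at -4.02, Kcnip2 at -3.72, Lrtm1 and Cenpf at -3.67, Mrgprh at -3.59, Itgb6 at -3.41, Pla2g5 at -3.31, Asb15 at -3.29 and 3425401B19Rik at -3.13.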

In parallel, multiple genes required for mitochondrial respiration and ATP production were suppressed, including UCP3 and Slc25a11, consistent with impaired oxidative phosphorylation and reduced bioenergetic capacity (Fig. 4E and F; Supplementary Table S3). GO enrichment analysis corroborated these patterns. Upregulated genes were enriched for biological processes related to collagen fibril organization, external encapsulating structure organization, and other remodeling-associated programs (Supplementary Fig. S3A). Conversely, downregulated genes were strongly enriched for mitochondrial pathways, including electron transport chain, NADH dehydrogenase complex assembly, oxidative phosphorylation, aerobic/cellular respiration, and ATP biosynthetic process, supporting a coordinated suppression of mitochondrial respiration in TOP2B-activated cardiomyocytes (Supplementary Fig. S3B). 

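GO enrichment was not repeated, since it starts from genes called by a test that takes spots as replicates. A list of 33 genes of collagen fibril organization, fixed in advance, had a median log2 ratio of 1.83 (1.71 to 2.01), or 1.63 above the median of all genes and above all matched random lists. Of these genes, 31 were higher in the transgenic section by CPM and 30 with TMM or DESeq2 scaling, from Serpinh1 at -0.37 to Comp, which rose from 63 UMIs (48.4 to 80.6) to 3422 (3308 to 3539). The median moved most in the spots richest in cardiomyocyte genes, to 1.61.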

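Of 72 oxidative phosphorylation genes, 68 had a log2 ratio below 0 by CPM, 69 with TMM factors and 68 with DESeq2 size factors. The median was -0.88 (-0.89 to -0.85), or -1.08 relative to all genes, and lay below all matched random lists. The values ranged from Cox7a1 at -2.02 to Ndufa4l2 at 0.64. UMIs of the list made up 11.0% of the control section and 5.90% of the transgenic section. By complex, the median was -0.89 for the 33 genes of complex I, below all matched random lists. It was -0.93 for the 4 genes of complex II, above 10.8% of them, -0.92 for the 8 genes of complex III, above 4.46%, -0.49 for the 14 genes of complex IV, above 8.67%, and -0.94 for the 13 ATP synthase genes, above 3.06%. The matched lists of complexes II and III and ATP synthase had medians of -0.30, -0.31 and -0.40 themselves. All 12 complex I assembly genes were lower under CPM, TMM and DESeq2 scaling, with a median of -0.66 (-0.72 to -0.54), below all matched random lists. In the spots richest in cardiomyocyte genes the medians were -0.61 for oxidative phosphorylation and -0.49 for complex I assembly, the largest moves for both lists among the alternatives.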

MYH6 (fast-twitch, high ATPase activity) to MYH7 (slow-twitch, low ATPase activity) myosin protein shift (15) and NPPA upregulation (16) are well-documented molecular signature in heart failure. UCP3 is a mitochondrial protein that plays a significant role in regulating energy metabolism and mitigating oxidative stress within cardiac cells (17, 18) and was found dramatically downregulated in the AIC rat model (19). Considering multiple KO and transgenic models, including cardiomyocyte-specific P53 KO (20) and C-MYC transgenic mice (21, 22), none exhibited acute heart failure. This strongly suggests that not all key gene overexpression or dysregulation inherently induces cardiac dysfunction. Therefore, the cardiotoxicity observed in our model is not a general consequence of gene dysregulation but rather a specific effect of TOP2B overexpression. The most attractive feature of our TOP2B transgenic model is that it mechanistically recapitulates AIC appearances seen in patients with AIC in the clinic. Together, these data show that TOP2B activation drives cardiomyocytes toward a remodeling/stress state characterized by ECM/fibrotic gene induction and concomitant loss of adult contractile and mitochondrial oxidative metabolism programs.

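Across the gene lists, the collagen and other ECM genes and the fetal and stress genes lay above the central 95% of random lists of like abundance, and the oxidative phosphorylation, complex I assembly, calcium handling, fatty acid oxidation and tricarboxylic acid cycle genes lay below it. The fatty acid oxidation median lay above 0.05% of its matched lists and that of the tricarboxylic acid cycle above 0.86%. The adult contractile genes lay within the central 95% of lists that had a median of -0.46 themselves, and below it in the later matching that left out other cardiomyocyte and mitochondrial lists. Single members such as Tcap and Myh6 were far below 0 by CPM, TMM and DESeq2 scaling. From the rise of the ECM genes with Nppa and Myh7 and the fall of Myh6, Tnni3 and Myl2 and of the mitochondrial genes, together with its GO terms, the paper concludes that TOP2B activation moves cardiomyocytes into a state of remodeling and stress. The measured unit is a spot of tissue from 1 animal per genotype.

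**Figure D1:**
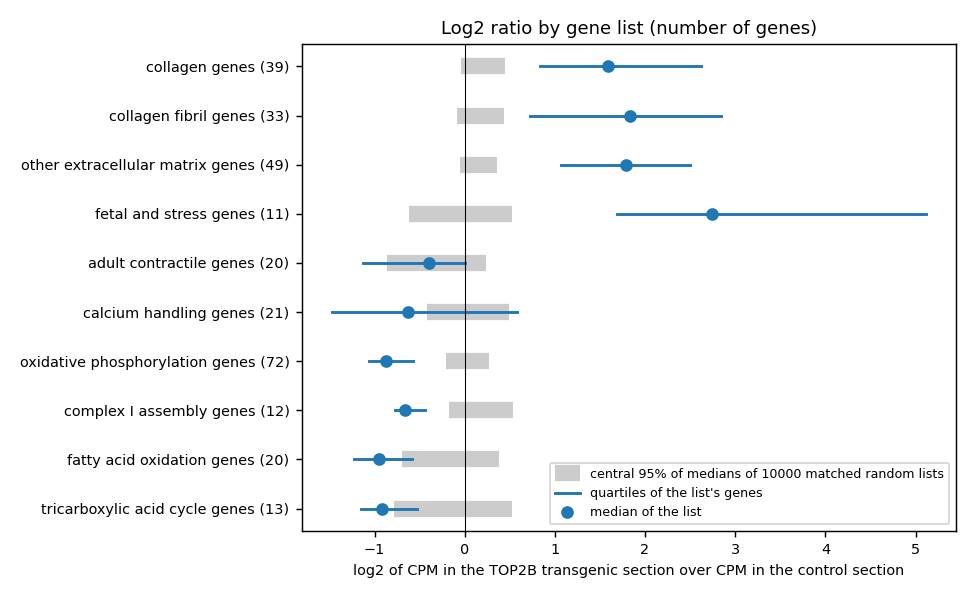
Log2 ratio of transgenic over control CPM for 10 gene lists, with the number of genes in parentheses. Points are list medians, lines run between the quartiles of the genes, and grey bars span the central 95% of the medians of 10000 random lists matched on mean CPM. The point of the adult contractile genes lies inside its grey bar, which itself lies mostly below 0, and the other points lie outside theirs. TMM or DESeq2 scaling would shift all points and bars to the left by one equal amount.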

**Figure 4.**
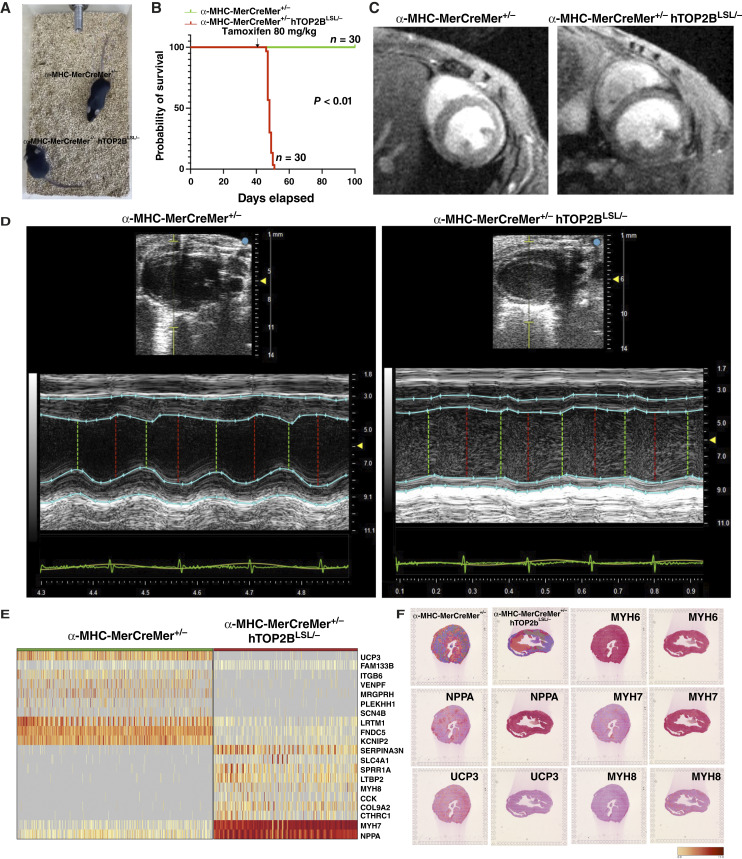
TOP2B conditional transgenic mouse model developed acute heart failure. **A,** Snapshot from a video showing the movement of α-MHC-MerCreMer^+/−^, TOP2B^LSL/−^ transgenic mice, which developed heart failure-related phenotypes including weight loss, slow movement, and dyspnea. **B,** Kaplan–Meier survival curves comparing the survival rates of control and TOP2B transgenic mice. **C,** MRI images showing the heart at the basal levels in control and transgenic mice. **D,** Graphs from echography showing the ejection fraction (EF) and cardiac output (CO) in control and TOP2B transgenic mice. **E,** List of dysregulated genes identified through 10× spatial transcriptome analysis. **F,** Image showing the spatial distribution of deregulated genes including NPPA, UCP3, MYH6, MYH7, and MYH8 in the heart tissue of transgenic mice.

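Nppa had at least 1 UMI in 49.9% (47.1% to 52.7%) of the control spots and 99.8% (99.2% to 100.0%) of the transgenic spots. For Myh7 the shares of spots were 22.9% (20.6% to 25.3%) and 99.2% (98.4% to 99.7%). Myh8 had 0 of 1256 control spots, which allows a share of up to 0.239% at the floor of 3 counts and up to 0.293% by the two-sided Clopper–Pearson interval, and 25.8% (23.0% to 28.7%) of the transgenic spots. For Ucp3 the shares were 64.3% (61.6% to 67.0%) and 2.38% (1.50% to 3.58%), and for Myh6 they were 99.8% (99.4% to 100.0%) and 98.7% (97.7% to 99.3%). Because the sections differed in depth, spots were also thinned to 8134 UMIs, which left out 140 control and 78 transgenic spots with fewer. The thinned shares in the control and transgenic section were 45.6% and 100% for Nppa, 18.0% and 100% for Myh7, 0% and 16.2% for Myh8, 55.6% and 1.54% for Ucp3 and 100% and 99.9% for Myh6. Moran's I, a deposited score of how far neighboring spots resemble each other, was 0.43 for Nppa, 0.19 for Myh7, 0.06 for Myh6 and 0.03 for Ucp3 in the control section. In the transgenic section it was 0.69 for Nppa, 0.64 for Myh7, 0.67 for Myh6, 0.06 for Myh8 and -0.00 for Ucp3. Myl2 rose likewise from 0.05 to 0.67 and Ttn from 0.08 to 0.57, so a higher score is not particular to these genes. Lrtm1 went the other way, from 0.69 to 0.15. In transgenic spots with at least 20 Myh6 and Myh7 UMIs, the Myh7 share had a median of 57.8% and ran from 42.2% to 69.2% between the 10th and 90th percentiles, while counting error around a constant share would give 53.1% to 62.6%.

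**Figure D2:**
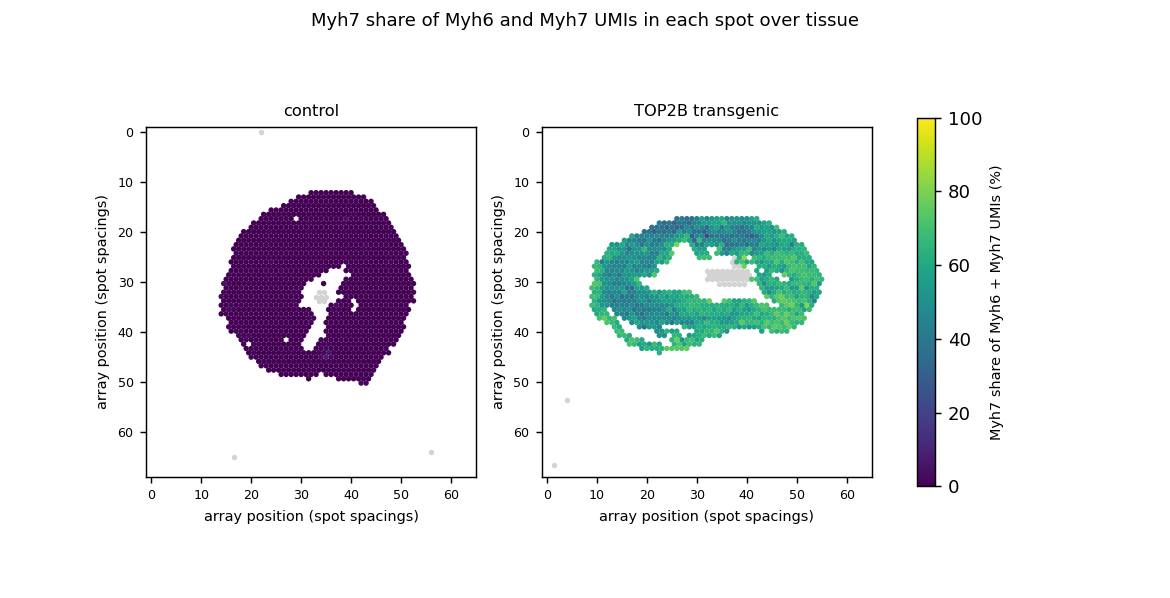
Myh7 share of Myh6 and Myh7 UMIs in each spot over tissue, in percent, in the control section (left) and the TOP2B transgenic section (right). Both axes give the position on the array in spot spacings, and spots with fewer than 20 UMIs of the 2 genes are grey. Above 50% lie 71.2% of the colored transgenic spots and no colored control spot.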

### Development of hTOP2B overexpression mouse models for chronic heart failure

Most doxorubicin regimens involve multiple doses, as early clinical experience in the 1970s demonstrated that single high-dose administration was associated with severe toxicity and a high risk of acute heart failure (23). To establish a mechanistically relevant mouse model for AIC and facilitate future therapeutic interventions, we generated α*-MHC-MerCreMer*^*+/−*^*hTOP2B*^*LSL/−*^ transgenic mice with tamoxifen-inducible hTOP2B overexpression in cardiomyocytes. To establish a chronic heart failure model, we administered 1.5 mg/kg/week tamoxifen for eight times (Fig. 5A). This regimen resulted in progressive cardiac deterioration, with 80% mortality by day 300, whereas all control mice (*n* = 10) survived (*P* < 0.01). The delayed yet inevitable disease progression closely mirrors chronic heart failure in patients undergoing prolonged anthracycline therapy with relatively chronic TOP2b overexpression compared with the 80 mg/kg single-dose regimen (Fig. 5B). To assess the functional consequences of hTOP2B overexpression on cardiac structure and function, transthoracic echocardiography was performed. Representative M-mode echocardiograms revealed severe LV dysfunction in α*-MHC-MerCreMer*^*+/−*^*hTOP2B*^*LSL/−*^ mice compared with controls (Fig. 5C; Supplementary Table S4). The transgenic mice exhibited LV wall thinning, chamber dilation, and heart fibrosis (Fig. 5D), indicative of progressive heart failure, whereas control mice maintained normal cardiac morphology and function. These data collectively suggest that hTOP2B overexpression in cardiomyocytes drives cardiac remodeling and progression to heart failure. These findings demonstrate that hTOP2B overexpression in cardiomyocytes is sufficient to drive anthracycline-like cardiotoxicity, reinforcing its critical role in AIC pathogenesis. The α*-MHC-MerCreMer*^*+/−*^*hTOP2B*^*LSL/−*^ mouse model provides a mechanism-based platform for evaluating novel cardioprotective strategies, including TOP2B-targeted therapies, epigenetic modulators, and cardioprotective agents aimed at mitigating anthracycline-induced heart failure.

**Figure 5.**
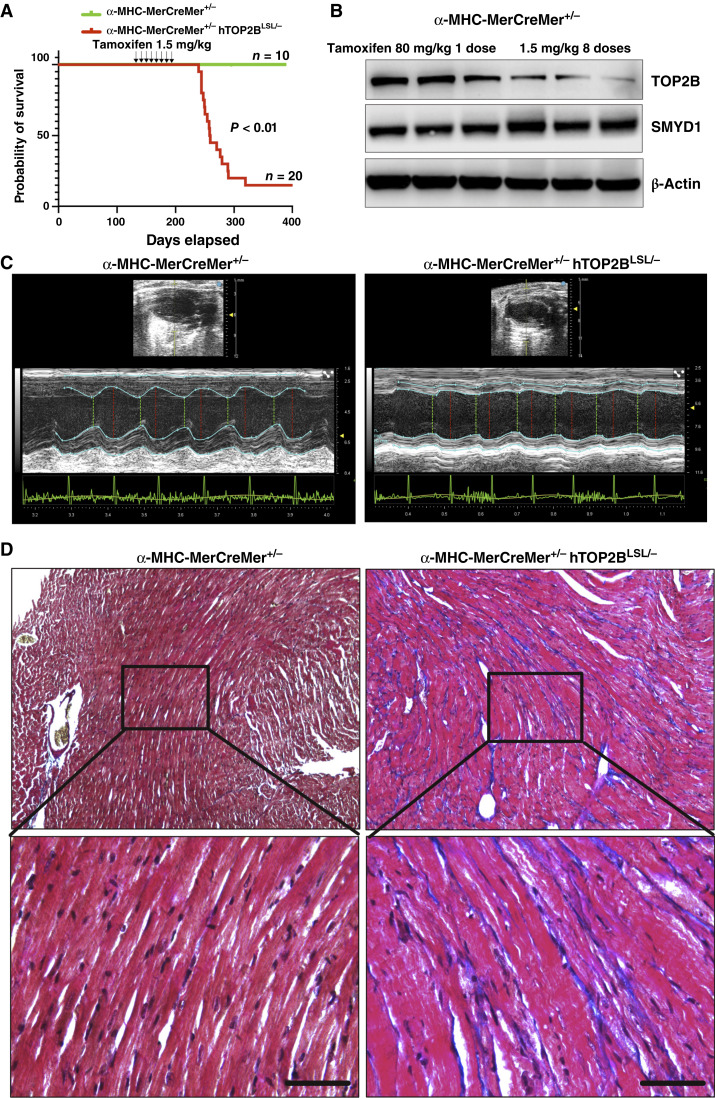
Chronic hTOP2B overexpression in cardiomyocytes induces chronic heart disease. **A,** Kaplan–Meier survival analysis of α-MHC-MerCreMer^+/−^ hTOP2B^LSL/−^ (red line) and control α-MHC-MerCreMer^+/−^ (green line) mice following tamoxifen (1.5 mg/kg) administration once per week for 8 weeks in 100-day-old mice. 17 transgenic mice (*n* = 20) exhibited significant mortality within 200 days, whereas control mice (*n* = 10) survived throughout the study (*P* < 0.01). Arrows indicate tamoxifen administration time points. **B** and **C,** Representative echocardiography images of control (α-MHC-MerCreMer^+/−^, left) and transgenic (α-MHC-MerCreMer^+/−^ hTOP2B^LSL/−^, right) mice. M-mode echocardiograms show LV chamber dilation and wall thinning in transgenic mice, consistent with heart failure. **D,** Masson’s Trichrome staining of heart tissue sections from α-MHC-MerCreMer^+/−^, TOP2B^LSL/−^ transgenic mice (*n* = 3) and α-MHC-MerCreMer^+/−^ control mice after last dose of tamoxifen treatment for 120 days.

To determine whether doxorubicin further exacerbates cardiac dysfunction in the setting of cardiomyocyte-specific TOP2B overexpression, we performed echocardiographic analysis in 1.5 mg/kg one dose/week tamoxifen-induced α*-MHC-MerCreMer*^*+/−*^*hTOP2B*^*LSL/−*^ mice with or without doxorubicin treatment (*n* = 7 per group). Compared with α*-MHC-MerCreMer*^*+/−*^*hTOP2B*^*LSL/−*^ mice without doxorubicin, single low-dose (5 mg/kg) doxorubicin-treated α*-MHC-MerCreMer*^*+/−*^*hTOP2B*^*LSL/−*^ mice exhibited a significant reduction in cardiac output (15.41 ± 0.86 vs. 18.92 ± 0.96 mL/minute, *P* = 0.0425) in echocardiography at 72 hours and a marked decrease in ejection fraction (38.89% ± 1.64% vs. 54.27% ± 1.55%, *P* < 0.0001; Supplementary Table S5). Stroke volume and heart rate showed a decreasing trend but did not reach statistical significance. LV mass and corrected LV mass were not significantly altered between groups. These findings demonstrate that doxorubicin markedly aggravates systolic dysfunction in TOP2B-overexpressing hearts, supporting a central role of TOP2B in mediating AIC.

### TOP2B binds to SMYD1 in cardiomyocytes

To explore the mechanism underlying the induction of AIC disease by TOP2B, we performed an TOP2B pulldown followed by LC-MS proteomic analysis using TOP2B antibody in the heart tissue from TOP2B transgenic (α*-MHC-MerCreMer*^*+/−*^, *TOP2B*^*LSL/−*^) mice. The most abundant cardiomyocytes or muscle-specific expression proteins were from TOP2B pulldown proteins, including SMYD1, TTN (Titin), and ENO3 (Supplementary Table S6). We focus on the SMYD1 because of its verified interaction with TOP2B by intraperitoneal Western blot and IHC using the TOP2B transgenic mouse model (Fig. 6A) and AIC patients’ sample (Fig. 6B). The Su(Var)3–9, enhancer-of-zeste and trithorax (SET) and myeloid, nervy, and DEAF-1 (MYND) domain-containing (SMYD) proteins, named SMYD1, SMYD2, SMYD3, SMYD4, and SMYD5, are enzymes that catalyze methylation of histone and nonhistone substrates, thereby playing a key role in gene expression regulation in many biological contexts, such as muscle development and physiology, hematopoiesis, and many types of cancer (24). SMYD1 is specifically expressed in cardiomyocytes and regulates histone-lysine N-methyltransferase activity (25). It is involved in the positive regulation of myoblast differentiation and myotube differentiation. Although SMYD1 is usually located in the cytoplasm, it is active in the nucleus (25). Furthermore, mutations in SMYD1 are associated with congenital myopathies and dilated cardiomyopathy (26, 27). These mutations disrupt the normal function of the protein, leading to muscle and cardiac abnormalities which mimics the AIC phenotype, raising the potential existence of shared pathophysiologic mechanisms between these two conditions. This finding underscores the complexity of both SMYD1-related diseases and AIC while hinting at potential commonalities in their underlying mechanisms. Mutations or dysregulation of SMYD1 can lead to various cardiac disorders (28), and their clinical presentation may overlap with AIC, suggesting that these diseases share pathophysiologic mechanisms implies that there may be common molecular pathways or cellular processes involved in both SMYD1-related diseases and AIC. This insight opens exciting avenues for research, as identifying these shared mechanisms could provide valuable insights into the underlying causes and potential therapeutic targets.

**Figure 6.**
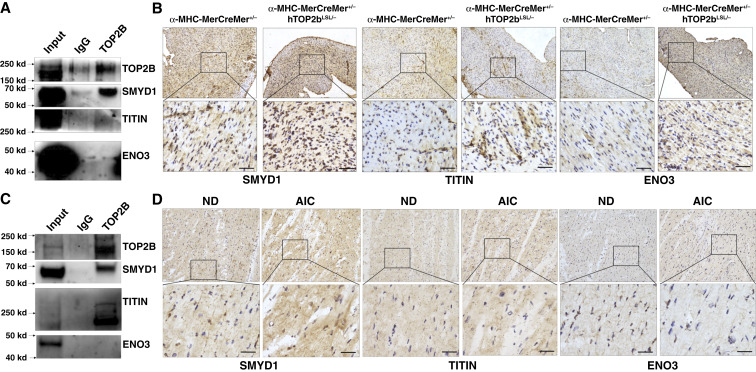
TOP2B binds SMYD1. **A,** Western blot analysis after immunoprecipitation (IP) of TOP2B in transgenic mice, probed for SMYD1, TITIN, and ENO3. **B,** IHC analysis showing the localization and expression levels of SMYD1, TITIN, and ENO3 in tissue sections from TOP2B transgenic mice. **C,** Western blot analysis after IP of TOP2B in patient samples with AIC, probed for SMYD1, TITIN, and ENO3. **D,** IHC analysis showing the localization and expression levels of SMYD1, TITIN, and ENO3 in tissue sections from AIC patient samples.

### TOP2B binds the S-domain of SMYD1

To identify the domain of SMYD1 responsible for interacting with TOP2B, plasmids expressing different fragments of SMYD1 fused to an N-terminal eGFP tag were generated (Fig. 7A). These fragments included the S-domain, SET domain, MYND domain, and other relevant regions. The constructs were designed to facilitate targeted investigation of domain-specific interactions. FLAG-tagged TOP2B and eGFP-tagged SMYD1 fragments were coexpressed in AC16 human cardiomyocyte cells. Immunoprecipitation was performed using an anti-FLAG antibody to pull down FLAG-TOP2B and its associated binding partners. The resulting precipitates were analyzed via Western blot to detect interactions between TOP2B and the individual SMYD1 fragments. The results demonstrated that TOP2B specifically binds to the S-domain of SMYD1, as indicated by a strong signal in the immunoprecipitation assay (Fig. 7B). Other domains of SMYD1, including the SET and MYND domains, showed no binding to TOP2B. To further validate the interaction between TOP2B and SMYD1 and determine whether this interaction occurs within cells, we examined the subcellular localization of TOP2B and different SMYD1 fragments by immunofluorescence microscopy. AC16 human cardiomyocytes were cotransfected with constructs expressing TOP2B together with eGFP-tagged SMYD1 fragments. TOP2B was detected using anti-TOP2B FLAG antibody (red), whereas SMYD1 fragments were visualized through the eGFP signal (green), and nuclei were counterstained with DAPI (blue). Confocal imaging revealed clear colocalization of TOP2B with the SMYD1 fragment containing the S-domain, predominantly within the nucleus of cardiomyocytes. In contrast, fragments lacking the S-domain showed minimal or no detectable co-localization with TOP2B (Fig. 7C). Quantitative analysis of fluorescence overlap confirmed that the S-domain–containing constructs SMYD1 a-f exhibited significantly higher colocalization with TOP2B compared with SMYD1 S-domain deletion fragment-SMYD1-g. These results further support the biochemical findings from the coimmunoprecipitation assays and demonstrate that the S-domain mediates the intracellular interaction between TOP2B and SMYD1 in cardiomyocytes.

**Figure 7.**
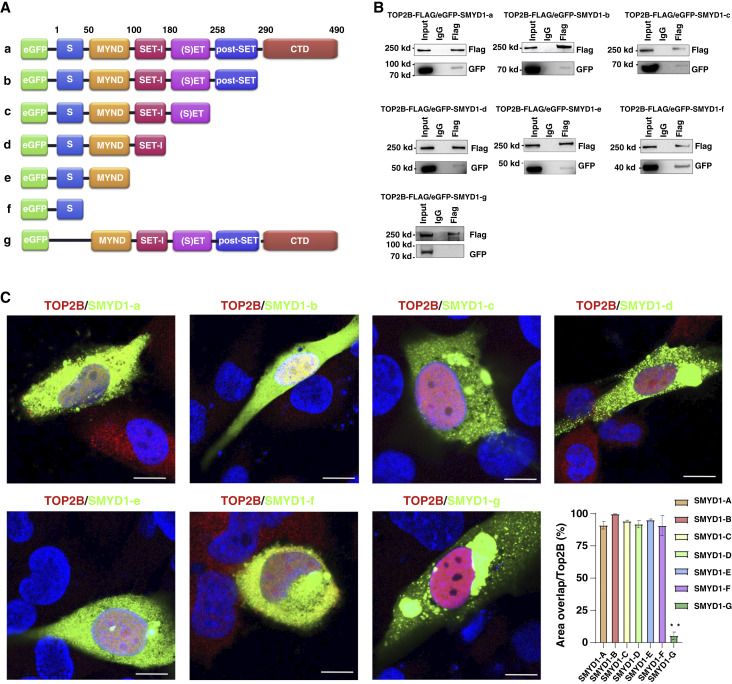
TOP2B binds to the S domain of SMYD1. **A,** Schematic diagram of SMYD1 truncation mutants fused to an N-terminal eGFP tag. Seven constructs were generated: a, full-length SMYD1 (residues 1–490); b, residues 1–290 lacking the C-terminal domain (CTD); c, residues 1–258 lacking post-SET and CTD; d, residues 1–180 lacking SET, post-SET, and CTD; e, residues 1–100 containing only the MYND domain; f, residues 1–50 containing only the S domain; and g, residues 100–490 lacking the S domain. **B,** Coimmunoprecipitation (co-IP) analysis of interactions between FLAG-tagged TOP2B and each eGFP-tagged SMYD1 truncation mutant in HEK293 cells. Anti-FLAG antibody was used for IP, and bound proteins were detected by immunoblotting with anti-FLAG and anti-GFP antibodies. Strong interaction was observed for constructs containing the S domain (constructs a–f), whereas the mutant lacking the S domain (g) showed loss of interaction. **C,** Representative confocal images of AC16 cells coexpressing FLAG-TOP2B and each eGFP-SMYD1 truncation mutant. Immunofluorescence staining of TOP2B (red), eGFP-SMYD1 (green), and nuclei (blue, DAPI). Colocalization of TOP2B and SMYD1 was evident for constructs containing the S domain (a–f), whereas the mutant lacking the S domain (g) exhibited no colocalization with TOP2B. **, *P* < 0.01; Scale bar, 10 μm.

### TOP2B ASO prolongs survival in both TOP2B transgenic AIC mice and AIC mice

TOP2B KO mice can tolerate lethal doses of doxorubicin (6), which supports the rationale for developing a TOP2B-specific ASO treatment for AIC. We screened 30 ASOs targeting human TOP2B mRNA in the human AC-16 cardiomyocyte cell line (Fig. 8A; Supplementary Table S7) and identified ASO-18 as the most effective candidate (Fig. 8B) for further proof-of-concept studies in both TOP2B transgenic AIC and AIC mouse models. To examine the role of TOP2B in regulating mitochondrial function in cardiomyocytes, we conducted Seahorse XF analysis in AC16 cells transfected with GFP ASO or TOP2B ASO. Under basal conditions, TOP2B ASO did not significantly change basal respiration, ATP-linked respiration, and maximal respiration compared with GFP ASO controls, reserve capacity, proton leak, and nonmitochondrial respiration (Fig. 8C). These results suggest that TOP2B depletion did not dysregulate the normal function of mitochondrial activity. Following doxorubicin treatment, notably, TOP2B ASO-transfected cells maintained significantly higher basal and maximal oxygen consumption respiration upon doxorubicin exposure compared with GFP ASO-transfected cells, indicating TOP2B depletion protected mitochondrial function under doxorubicin treatment. Together, these findings suggest that TOP2B knockdown preserved mitochondria function and confers protection against doxorubicin-induced mitochondrial injury (Fig. 8C).

**Figure 8.**
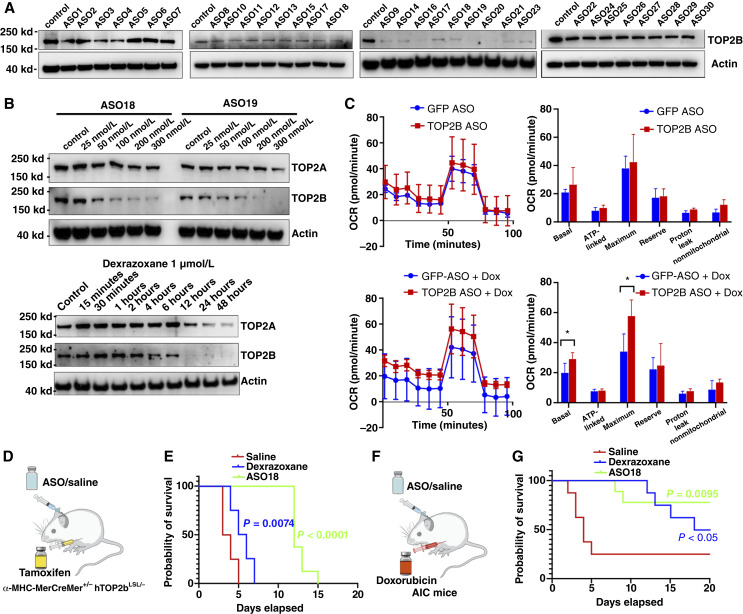
TOP2B ASO prevents cardiotoxicity in TOP2B transgenic mice and in an AIC mouse model. **A,** Western blot analysis showing suppression of TOP2B expression following transfection with TOP2B ASO in a cardiomyocyte cell line. **B,** Dose-dependent Western blot analysis of TOP2B ASO-18 and ASO-19 verifying their effects on TOP2B and TOP2A expression. **C,** Seahorse XF analysis of mitochondrial OCR in cells transfected with control GFP ASO or TOP2B ASO, with or without doxorubicin treatment. Key mitochondrial parameters measured include basal respiration, ATP-linked respiration, maximal respiration, reserve capacity, proton leak, and nonmitochondrial respiration. Data represent the mean ± SEM. Statistical significance was determined using an unpaired two-tailed Student *t* test; *, *P* < 0.05. **D,** Schematic of the TOP2B transgenic mouse heart failure model used for *in vivo* testing. **E,***In vivo* experiment showing that TOP2B ASO-18 treatment provides cardioprotective effects compared with dexrazoxane or saline in TOP2B transgenic mice (*n* = 8 for each group). **F,** Schematic of the AIC mouse model used for *in vivo* testing. **G,***In vivo* experiment showing that TOP2B ASO-18 treatment provides cardioprotective effects compared with dexrazoxane or saline in the AIC mouse model (*n* = 8 for each group).

In clinical settings, dexrazoxane is administered after doxorubicin to avoid compromising the efficacy of doxorubicin due to off-target effects on TOP2A. However, there is ongoing clinical trial leaded by Dr. Hui-Ming Chang in University of Arkansas for Medical Sciences to test the prevention efficiency by giving the dexrazoxane before giving the doxorubicin treatment. Because the half-life of dexrazoxane is 2 hours, 93.75% of dexrazoxane will be eliminated 8 hours (four half-lives) after administration. Indeed, dexrazoxane pretreatment 8 hours before doxorubicin provided complete protection against doxorubicin-induced cardiotoxicity in an animal model (29). Previous study had identified that ASO drug reaches peak levels in the heart within approximately 30 minutes (30). Considering that TOP2B upregulation starting as early as 15 minutes after treatment), we administered TOP2B ASO-18 30 minutes prior to tamoxifen or doxorubicin treatment. Our *in vivo* studies by delivery the ASO-18 to the mice demonstrate that ASO-18 significantly extends survival in TOP2B transgenic mice (Fig. 8D), increasing the mean survival time from 5 to 14 days (Fig. 8E); in comparison, dexrazoxane only showed slightly increasing of survival (*P* = 0.0074). In another AIC mouse model, this pretreatment approach (Fig. 8F) markedly improved survival in the AIC mouse model. Whereas approximately 75% of saline-treated mice succumbed to doxorubicin-induced heart failure by day 20, pretreatment with TOP2B ASO-18 reduced mortality to ∼25%, corresponding to ∼75% survival. In comparison, dexrazoxane provided only partial protection, improving survival to approximately 50% by day 20. Thus, TOP2B ASO-18 demonstrated superior cardioprotective efficacy compared with dexrazoxane in this model (Fig. 8G).

## Discussion

The mechanism underlying anthracycline-related cardiotoxicity has long been attributed to off-target effects on TOP2B in cardiomyocytes. On a molecular level, doxorubicin is thought to intercalate with DNA to prevent the final religation of DNA strands after TOP2B-mediated unwinding during replication and transcription, thus triggering widespread dsDNA-break DNA damage repair pathway, which can lead to both apoptosis and senescence. Depletion of TOP2B *in vitro* and *in vivo* are effective in mitigating doxorubicin cardiotoxicity in preclinical settings, and the efficacy of dexrazoxane in the clinical setting, though initially attributed to iron chelation, is now thought to also be an result of reduced TOP2B levels within tissues (6, 31, 32). The pathophysiologic features of AIC include myocyte hypertrophy, accumulation of lipofuscin and other markers of senescence, and tissue remodeling with increased fibrosis (33–35). The preservation of heart function observed in TOP2B KO mice provides a strong rationale for developing further TOP2B-targeted preventive therapies for patients with AIC (6). Patients with AIC also show a significant increase of β1-adrenergic receptors at the plasma membrane (36) which provides a platform for TOP2B-targeting drug delivery to cardiomyocytes. However, it remains to be demonstrated whether the TOP2B mechanism is mediated through genotoxic TOP2B–DNA complexes or an intrinsic function of the TOP2B protein, which we find is upregulated upon doxorubicin exposure. Accumulation of TOP2B after doxorubicin may indicate stalled TOP2B–DNA complexes, and it has been hypothesized that degradation of these complexes by the proteasome then leads to the DNA damage response. However, using a powerful transgenic mouse approach, we demonstrate for the first time that TOP2B upregulation, independently of doxorubicin exposure, is sufficient to induce a cardiotoxicity phenotype that mimics AIC, casting doubt on the veracity of the DNA-dependent hypothesis. For the first time, we investigate AIC at the spatial transcriptome level to match morphologic findings and RNA expression, along with novel MRI technology to bridge imaging findings with molecular mechanisms. Our data add to recent studies that elucidate the dual functions of certain DNA repair proteins which, when upregulated in response to catastrophic DNA damage or cellular stress, in fact trigger novel mechanisms of cell death (Supplementary Fig. S4).

We identify a new molecular role for TOP2B, specifically its binding to SMYD1 in postmitotic cardiomyocytes. This discovery contrasts with its well-known functions in the DNA repair pathway and sheds light on an epigenetic regulatory pathway that may be central to its cardiotoxic effects. SMYD1 is a histone methyltransferase that has been characterized in a variety of contexts and is widely reported to be protective against cardiac hypertrophy and disease. A number of cases of severe congenital cardiomyopathy or unexplained hypertrophic and noncompaction cardiomyopathy in adults have been attributed to SMYD1 mutations (26, 27, 37). Global Smyd-1 KO in mice results in embryonic lethality due to disrupted maturation of RV myocytes (38). Smyd-1 cardiomyocyte specific KO adult mice develop hypertrophic cardiomyopathy and heart failure, a phenotype attributed to histone demethylation and downregulation of PGC-1a, a master regulator of cardiac energetics (39, 40). At the current time, our findings are consistent with a model in which TOP2B upregulation compromises SMYD1 functions, resulting in cardiomyocyte hypertrophy, cardiomyopathy, and congestive heart failure. Functional characterization of TOP2B in this context will serve as a prototype, laying the foundation for future studies that seek to unveil unknown functions of known genes, particularly in the context of doxorubicin therapy.

A hallmark of pathologic cardiac remodeling in cardiomyopathy is the reactivation of a fetal gene program characterized by a switch in myosin heavy chain isoform expression from MYH6 (α-MHC) to MYH7 (β-MHC). Whereas MYH6 predominates in the adult myocardium and supports faster contractile kinetics, MYH7, a slower and more energy-efficient isoform, becomes upregulated during chronic stress, contributing to impaired systolic performance and disease progression. This isoform shift is tightly regulated by cardiac transcriptional and epigenetic mechanisms, among which SMYD1, a cardiac-specific histone methyltransferase, plays a critical role. SMYD1 directly promotes MYH6 transcription by maintaining an active chromatin state at its promoter and supporting sarcomeric gene expression. In our study, we identified TOP2B as a novel upstream disruptor of this regulatory axis. Specifically, we found that pathological overexpression of TOP2B—either induced by anthracycline exposure or modeled via transgenic expression—physically interacts with and functionally impairs SMYD1 in cardiomyocytes. This disruption leads to suppressed MYH6 expression and enhanced MYH7 upregulation, exacerbating the maladaptive transcriptional reprogramming typical of failing hearts. These findings reveal a previously unrecognized TOP2B–SMYD1–MYH6/MYH7 axis that may contribute to the molecular pathogenesis of anthracycline-induced and stress-related cardiomyopathy. Therapeutically targeting this pathway may offer new opportunities to preserve contractile gene expression and cardiac function in high-risk patients.

Importantly, we also demonstrate that targeted inhibition of TOP2B using ASO therapy markedly protects against doxorubicin-induced cardiotoxicity and significantly improves survival in preclinical models. Compared with the current clinically approved cardioprotective agent dexrazoxane, TOP2B ASO therapy provides more effective protection in our experimental models, suggesting that direct suppression of TOP2B represents a more precise and potentially superior preventive strategy. Collectively, these findings establish TOP2B as a critical driver of AIC and highlight TOP2B-targeted ASO therapy as a promising prophylactic approach for patients undergoing anthracycline chemotherapy.

## Supplementary Material

Supplementary Figure S1 Figure S1. Doxyrubicin modestly increases TOP2B mRNA expression in mouse heart tissue.

Supplementary Figure S2 Figure S2. Doxorubicin significantly increases TOP2B protein expression in mouse heart tissue.

Supplementary Figure S3 Figure S3. Gene Ontology(GO) Biological Process enrichment analysis of differentially expressed genes.

Supplementary Figure S4 Figure S4. Proposed mechanism of anthracycline-induced cardiotoxicity and prevention by TOP2B ASO therapy.

Supplementary Table S1 Table S1. Baseline characteristics for study population.

Supplementary Table S2 Table S2. Echocardiograph data analysis in acute heart failure mouse model after tamoxifen was given 3 days.

Supplementary Table S3 Table S3. Differentially expressed genes identified by RNA-seq analysis in cardiomyocytes from tamoxifen-induced _-MHC-MerCreMer+/_hTOP2B LSL/_ mice mice compared with _-MHC-MerCreMer+/_ control mice.

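Table S3 gives for each gene a p value, an average log2 fold change of TOP2B transgenic over control, the share of spots with a UMI in each section and an adjusted p value. Its first 1997 genes were used here, and their lowest fold change was 1.02, so no lowered gene was compared. For 1993 of these genes matched by symbol, the shares of spots recomputed over all spots over tissue equaled the table's to 3 decimals. Over the spots in clusters rich in cardiomyocyte genes this held for 118 of them. The log2 ratio of the mean over spots of UMIs per 10000, with 1 added to each section's sum before the division by its number of spots, differed from the table's fold change by at most 5.0e-06. A mean over spots weighs every spot equally whatever its depth, while the summed UMIs weigh spots by depth.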

Supplementary Table S4 Table S4. Echocardiograph data analysis in chronic heart failure mouse model after tamoxifen was given 150 days.

Supplementary Table S5 Table S5. Echocardiograph data analysis in chronic heart failure mouse model after tamoxifen with or without doxorubicin treatment.

Supplementary Table S6 Table S6. Analyses of TOP2B pull down proteins by LS/MS. (LTS= low tissue specificity)

Supplementary Table S7 Table S7. TOP2B ASO sequences.

Supplementary Video 1 Supplementary Video 1

Supplementary Video 2 Supplementary Video 2

Supplementary Video 3 Supplementary Video 3

## Data Availability

The RNA sequencing data generated in this study have been deposited in the Gene Expression Omnibus under accession number GSE319842. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD077277 and 10.6019/PXD077277. All other data generated or analyzed during this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Novel Mechanism of and Therapeutic Approach for Anthracycline-Induced Cardiotoxicity
**Source:** Cancer Res Commun. 2026 Jun 1;6(6):1261–77. doi: 10.1158/2767-9764.CRC-25-0511
**Supplement:** Supplementary Table S1 — Table S1. Baseline characteristics for study population.

# Table S1. Baseline characteristics for study population.

# Supplementary material for: Novel Mechanism of and Therapeutic Approach for Anthracycline-Induced Cardiotoxicity
**Source:** Cancer Res Commun. 2026 Jun 1;6(6):1261–77. doi: 10.1158/2767-9764.CRC-25-0511
**Supplement:** Supplementary Table S2 — Table S2. Echocardiograph data analysis in acute heart failure mouse model after tamoxifen was given 3 days.

**Table S2. Echocardiograph data analysis in acute heart failure mouse model after tamoxifen was given 3 days.**

| **Pressure-volume**  **Loop parameters** | **α-MHC-MerCreMer^+/−^ mice**  **(Mean±SEM, n=10)** | **α-MHC-MerCreMer^+/−^hTOP2B ^LSL/−^** **mice**  **(Mean±SEM, n=10)** | **p-Value** |
| --- | --- | --- | --- |
| Cardiac output(mL/min) | 20.39±1.75 | 4.99±0.75 | <0.0001 |
| Stroke volume (μL) | 43.47±3.67 | 12.02±1.70 | <0.0001 |
| Heart rate (bpm) | 468.73±7.69 | 414.79±16.99 | 0.0097 |
| Ejection fraction (%) | 57.30±3.25 | 11.48±1.79 | <0.0001 |
| LV Mass | 153.18±10.56 | 135.57±11.78 | 0.2805 |
| LV Mass Cor | 122.54±8.45 | 108.46±9.42 | 0.2805 |

# Supplementary material for: Novel Mechanism of and Therapeutic Approach for Anthracycline-Induced Cardiotoxicity
**Source:** Cancer Res Commun. 2026 Jun 1;6(6):1261–77. doi: 10.1158/2767-9764.CRC-25-0511
**Supplement:** Supplementary Table S4 — Table S4. Echocardiograph data analysis in chronic heart failure mouse model after tamoxifen was given 150 days.

**Table S4. Echocardiograph data analysis in chronic heart failure mouse model after tamoxifen was given 150 days.**

| **Pressure-volume** | **α-MHC-MerCreMer^+/−^ mice** | **α-MHC-MerCreMer^+/−^hTOP2B ^LSL/−^** **mice** | **p-Value** |
| --- | --- | --- | --- |
| **Loop parameters** | **(Mean±SEM,n=8)** | **(Mean±SEM,n=20)** |  |
| **Cardiac output(mL/min)** | 19.16±1.02 | 13.31±0.74 | 0.0001 |
| **Stroke volume (μL)** | 38.33±1.88 | 27.03±1.46 | 0.0002 |
| **Heart rate (bpm)** | 499.70±9.80 | 492.60±8.86 | 0.6150 |
| **Ejection fraction (%)** | 63.22±4.14 | 35.74±3.08 | <0.0001 |
| **LV Mass** | 125.83±8.28 | 105.45±6.15 | 0.0612 |
| **LV Mass Corrected** | 100.66±6.63 | 84.36±4.92 | 0.0612 |

# Supplementary material for: Novel Mechanism of and Therapeutic Approach for Anthracycline-Induced Cardiotoxicity
**Source:** Cancer Res Commun. 2026 Jun 1;6(6):1261–77. doi: 10.1158/2767-9764.CRC-25-0511
**Supplement:** Supplementary Table S5 — Table S5. Echocardiograph data analysis in chronic heart failure mouse model after tamoxifen with or without doxorubicin treatment.

**Table S5. Echocardiograph data analysis in chronic heart failure mouse model after tamoxifen with or without doxorubicin treatment.**

| Pressure-volume  Loop parameters | α-MHC-MerCreMer^+/-^ hTOP2B^LSL/-^mice wo doxorubicin (Mean±SEM, n=7) | | α-MHC-MerCreMer^+/-^ hTOP2B^LSL/-^mice with doxorubicin  (Mean±SEM, n=7) | p-Value |
| --- | --- | --- | --- | --- |
| Cardiac output(mL/min) | | 18.92±0.96 | 15.41±0.86 | 0.0425 |
| Stroke volume (μL) | | 36.04±1.53 | 31.01±1.52 | 0.0753 |
| Heart rate (bpm) | | 523.62±8.05 | 496.18±9.38 | 0.0879 |
| Ejection fraction (%) | | 54.27±1.55 | 38.89±1.64 | <0.0001 |
| LV Mass | | 127.54±4.12 | 117.03±5.48 | 0.2234 |
| LV Mass Cor | | 102.03±3.29 | 93.63±4.38 | 0.2234 |

# Supplementary material for: Novel Mechanism of and Therapeutic Approach for Anthracycline-Induced Cardiotoxicity
**Source:** Cancer Res Commun. 2026 Jun 1;6(6):1261–77. doi: 10.1158/2767-9764.CRC-25-0511
**Supplement:** Supplementary Table S6 — Table S6. Analyses of TOP2B pull down proteins by LS/MS. (LTS= low tissue specificity)

**Table. S6. Analyses of TOP2B pull down proteins by LS/MS.** (LTS= low tissue specificity)

| **ID** | **kDa** | **IgG** | **IP** | **IP/IgG** | **Tissue specificity** | **Disease** |
| --- | --- | --- | --- | --- | --- | --- |
| Cct2 | 57.4 | 0 | 26 | IP only | LTS |  |
| Eno3 | 47 | 0 | 25 | IP only | muscle, cardio | Glycogen Storage Disease Xiii, rhabdomyolysis |
| Unc45b | 103.6 | 0 | 20 | IP only | muscle, cardio |  |
| Nono | 54.5 | 0 | 19 | IP only | LTS |  |
| Npm1 | 32.5 | 0 | 19 | IP only | LTS |  |
| Plec | 533.9 | 0 | 18 | IP only | LTS |  |
| Hp1bp3 | 60.8 | 0 | 17 | IP only | LTS |  |
| Acad8 | 45 | 0 | 16 | IP only | LTS |  |
| Ilf2 | 43 | 0 | 15 | IP only | LTS |  |
| Plg | 90.7 | 0 | 15 | IP only | Live, kidney |  |
| Iqgap1 | 188.6 | 0 | 14 | IP only | LTS |  |
| Nedd4 | 102.6 | 0 | 14 | IP only | LTS |  |
| Cps1 | 164.5 | 0 | 14 | IP only | liver |  |
| TOP2B | 183.2 | 0 | 13 | IP only | LTS |  |
| Apob | 509.1 | 0 | 12 | IP only | liver, intestine |  |
| Tpp2 | 139.8 | 0 | 12 | IP only | LTS |  |
| Mfn1 | 83.7 | 0 | 12 | IP only | LTS |  |
| Cand1 | 136.2 | 0 | 12 | IP only | LTS |  |
| Flot2 | 47 | 0 | 12 | IP only | LTS |  |
| Hspa4 | 94.1 | 0 | 12 | IP only | LTS |  |
| Ppia | 18 | 0 | 12 | IP only | LTS |  |
| Smyd1 | 56.5 | 0 | 12 | IP only | Cardio, muscle | Distal Muscular Dystrophy and Epiphyseal Dysplasia |
| Slit3 | 167.6 | 0 | 11 | IP only | LTS |  |
| Speg | 354.1 | 0 | 11 | IP only | smooth muscle |  |
| Sqor | 50.3 | 0 | 11 | IP only | intestine |  |
| Calm2 | 16.8 | 0 | 11 | IP only | LTS |  |
| Arhgap1 | 50.4 | 0 | 11 | IP only | LTS |  |
| Aspn | 42.5 | 0 | 11 | IP only | muscle cell enriched | |
| Syncrip | 69.6 | 0 | 11 | IP only | LTS |  |
| Ttn | 3904.1 | 0 | 10 | IP only | Cardio, muscle | Congenital Myopathy With Cardiomyopathy |
| Nfs1 | 50.5 | 0 | 10 | IP only | LTS |  |
| Rock1 | 158.1 | 0 | 10 | IP only | LTS |  |
| Gfm1 | 83.5 | 0 | 10 | IP only | LTS |  |
| Uso1 | 106.9 | 0 | 10 | IP only | muscle cell enriched | |
| Tkt | 67.6 | 0 | 10 | IP only | bone marrow |  |
| Atad3 | 66.7 | 0 | 10 | IP only | LTS |  |
| Mrpl40 | 24.3 | 0 | 10 | IP only | LTS |  |
| Pacsin2 | 55.8 | 0 | 10 | IP only | LTS |  |

# Supplementary material for: Novel Mechanism of and Therapeutic Approach for Anthracycline-Induced Cardiotoxicity
**Source:** Cancer Res Commun. 2026 Jun 1;6(6):1261–77. doi: 10.1158/2767-9764.CRC-25-0511
**Supplement:** Supplementary Table S7 — Table S7. TOP2B ASO sequences.

**Table S7. TOP2B ASO sequences.**

| TOP2B ASO No | Target sequence | Gapmer ASO Design |  |
| --- | --- | --- | --- |
| TOP2B-ASO-1 | TTTAACATTTTGTTCTTACA | mU*mG*mU*mA*mA*G*A*A*C*A*A*A*A*T*G*mU*mU*mA*mA*mA |  |
| TOP2B-ASO-2 | TTGTACATCTGGCTTATTTT | mA*mA*mA*mA*mU*A*A*G*C*C*A*G*A*T*G*mU*mA*mC*mA*mA |  |
| TOP2B-ASO-3 | GCAATGTTTAATTAAGTGCC | mG*mG*mC*mA*mC*T*T*A*A*T*T*A*A*A*C*mA*mU*mU*mG*mC |  |
| TOP2B-ASO-4 | ATGTGGGTGTATGATGAAGATG | MU*MC*MU*MU*MC*A*T*C*A*T*A*C*A*C*C*MC*MA*MC*MA*MT |  |
| TOP2B-ASO-5 | TTATTACGGTTTACGTAAGG | MC*MC*MU*MU*MA*C*G*T*A*A*A*C*C*G*T*MA*MA*MU*MA*MA |  |
| TOP2B-ASO-6 | TTGATACTGCAGCAGTAAAAG | MU*MU*MU*MU*MA*C*T*G*C*T*G*C*A*G*T*MA*MU*MC*MA*MA |  |
| TOP2B-ASO-7 | ACTGTCTGATTGGCTTGTAGA | MU*MC*MU*MA*MC*A*A*G*C*C*A*A*T*C*A*MG*MA*MC*MA*MG |  |
| TOP2B-ASO-8 | TCTTCGTCCTGATACATATAT | mA*mU*mA*mU*mA*mU*G*T*A*T*C*A*G*G*mA*mC*mG*mA*mA*mG*mA |  |
| TOP2B-ASO-9 | GTTAATGCTGCTGACAATAAA | mU*mU*mU*AmU*mU*mG*T*C*A*G*C*A*G*C*mA*mU*mU*mA*mA*mC |  |
| TOP2B-ASO-10 | GATCCTGAATCTAACATTATA | mU*mA*mU*mA*mA*mU*mG*T*T*A*G*A*T*T*C*mA*mG*mG*mA*mU*mC |  |
| TOP2B-ASO-11 | AGTTTATGTTCCTGCTTTAAT | mA*mU*mU*mA*mA*mA*mG*C*A*G*G*A*A*C*A*mU*mA*mA*mA*mC*mU |  |
| TOP2B-ASO-12 | AGCAGACATGGATGAATAATA | mU*mA*mU*mU*mA*mU*mU*mC*A*T*C*C*A*T*G*T*mC*mU*mG*mC*mU | |
| TOP2B-ASO-13 | CAACCAGATCTGTCCAAATTT | mA*mA*mA*mU*mU*mU*mG*G*A*C*A*G*A*T*C*mU*mG*mG*mU*mU*mG |  |
| TOP2B-ASO-14 | AGCAAATCAGCTTTGTAAATA | mU*AmU*mU*mU*mA*C*A*A*A*G*C*T*G*mA*mU*mU*mU*mG*mC*mU |  |
| TOP2B-ASO-15 | ATCCTGAACTGGGTGAAATTT | mA*mA*mA*mU*mU*mU*mC*A*C*C*C*A*G*T*T*mC*mA*mG*mG*mA*mU |  |
| TOP2B-ASO-16 | CTGGAGTGTACACTGATATTA | mC*mU*mG*mG*mA*GT*G*T*A*C*A*C*T*mG*mA*mU*mA*mU*mU*mA |  |
| TOP2B-ASO-17 | CTAAAGAAGCAAAGGAATATT | mA*mA*mU*mA*mU*mU*C*C*T*T*T*G*C*T*mU*mC*mU*mU*mU*mA*mG |  |
| TOP2B-ASO-18 | TCTCTTGTTGATGGCTTTAAA | mU*mU*mU*mA*mA*mA*G*C*C*A*T*C*A*A*mC*mA*mA*mG*mA*mG*mA |  |
| TOP2B-ASO-19 | TGCTGCAAGCCCTCGTTATAT | mA*mU*mA*mU*mA*mA*mC*G*A*G*G*G*C*T*T*mG*mC*mA*mG*mC*mA |  |
| TOP2B-ASO-20 | GTAGAGCCTGAGTGGTATATT | mA*mA*mU*mA*mU*AC*C*A*C*T*C*A*G*mG*mC*mU*mC*mU*mA*mC |  |
| TOP2B-ASO-21 | ATGCAGTCAGTGGTGAAATAT | mA*mU*mA*mU*mU*mU*C*A*C*C*A*C*T*G*mA*mC*mU*mG*mC*mA*mU |  |
| TOP2B-ASO-22 | ACAGAAACACAGTAGAAATTA | mU*mA*mA*mU*mU*mU*C*T*A*C*T*G*T*G*mU*mU*mU*mC*mU*mG*mU |  |
| TOP2B-ASO-23 | GAACTTGGACACAGGTATATA | mU*mA*mU*mA*mU*mA*C*C*T*G*T*G*T*C*mC*mA*mA*mG*mU*mU*mC |  |
| TOP2B-ASO-24 | ACTGACACAACTGTGAAATTT | mA*mA*mA*mU*mU*mU*C*A*C*A*G*T*T*G*mU*mG*mU*mC*mA*mG*mU |  |
| TOP2B-ASO-25 | ATGGGATGTCTGAAGAAATAT | mA*mU*mA*mU*mU*mU*mC*T*T*C*A*G*A*C*A*mU*mC*mC*mC*mA*mU |  |
| TOP2B-ASO-26 | ACCTTATGGCAGAAGAATAAT | mA*mU*mU*mA*mU*mU*mC*T*T*C*T*G*C*C*A*mU*mA*mA*mG*mG*mU |  |
| TOP2B-ASO-27 | GACTCCATCAGTTCCTATAAA | mU*mU*mU*mA*mU*mA*mG*G*A*A*C*T*G*A*T*mG*mG*mA*mG*mU*mC |  |
| TOP2B-ASO-28 | AGCAGCCGAAAGACCTAAATA | mU*mA*mU*mU*mU*mA*mG*G*T*C*T*T*T*C*G*mG*mC*mU*mG*mC*mU |  |
| TOP2B-ASO-29 | GATGATGATGATGACAATAAT | mA*mU*mU*mA*mU*mU*mG*T*C*A*T*C*A*T*C*mA*mU*mC*mA*mU*mC |  |
| TOP2B-ASO-30 | AGAAGATGATTCAGCTAAATT | mA*mA*mU*mU*mU*mA*mG*C*T*G*A*A*T*C*A*mU*mC*mU*mU*mC*mU |  |

How the deposited data were processed for this re-analysis (not part of the article)

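Visium CytAssist spatial gene expression was measured in FFPE heart sections of 2 mice, 1 control α-MHC-MerCreMer+/− mouse and 1 TOP2B transgenic α-MHC-MerCreMer+/−TOP2B LSL/− mouse, given 80 mg/kg of tamoxifen. The authors processed the reads with Space Ranger 2.0.0, whose name and version stand in the header of the deposited counts, and the probe set and genome build are not stated there. The values used are the authors' raw UMI counts per gene and spot, not normalized, for the spots over tissue. Whole numbers and unequal totals per section were checked in the deposited counts. Moran's I per gene is a score that the authors deposited for each section as Space Ranger computes it, and it was used as given. Spot positions were used for quadrants, edge spots and maps.

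UMIs were summed per section over all spots, since spots of 1 section are not replicates, and expressed as CPM of the 14376300 control and 12953389 transgenic UMIs. A count of 0 was set to a floor of 3 counts, which equals 0.209 CPM in the control and 0.232 CPM in the transgenic section, and gives a bound only. The study's Wilcoxon test over spots was not repeated, and no p value was computed. Each section was also split into 4 quadrants at the center of its tissue, and the range over quadrants is given as the spread inside a section. Gene lists were used with members that had at least 20 UMIs over both sections. The interval of a list median came from 1000 Poisson draws of the counts. Each list median was placed among 10000 random lists, in which every member was replaced by a gene drawn from the 100 genes nearest to it in mean CPM. Of 19465 genes, 182 had no UMI in either section.

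The measures reported at the paper's claims, the gene lists, the rule for naming genes and the alternatives were fixed before the data were examined, apart from the alternative of the spots poorest in erythroid genes, the tests of explanations, a second matching of the contractile list and the genes that are named in the text as chosen later. Named genes are those the paper's text names, those of Fig. 4E, the 10 highest and 10 lowest log2 ratios among genes with at least 200 UMIs in either section, the highest and lowest member of each list, and the genes of the Y chromosome and of red blood cells, atrium and skeletal muscle. The lists cover collagens, collagen fibril organization, other ECM genes, adult contractile, calcium handling, fetal and stress genes, the respiratory complexes and their union as oxidative phosphorylation, complex I assembly, fatty acid oxidation, the tricarboxylic acid cycle, p53 targets, the cell cycle, and erythroid, macrophage, endothelial, fibroblast, mural, atrial, skeletal muscle and cardiomyocyte ranking genes. No gene list was used to name a cluster or a cell type.

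The alternatives were edgeR 4.0.16 TMM factors, DESeq2 1.42.0 size factors (both in R 4.3.3), totals without the 50 most abundant genes, the 50% of each section's spots with the highest share of cardiomyocyte ranking genes, spots of clusters rich in those genes, spots away from the tissue edge, spots with at least 1000 UMIs, the mean over spots of UMIs per 10000, 1 CPM added to both sections, and list members with at least 1 or at least 200 UMIs. The DESeq2 size factors of both sections came to 1, because the median ratio of raw counts over the 19163 genes counted in both sections was 1. The clusters came from Leiden clustering in scanpy 1.11.5 at a resolution of 0.8 with 15 neighbors and 30 components from 2000 variable genes, made for each section by itself. A cluster was used when its median share of cardiomyocyte ranking UMIs was at least 50% of the section's median. This kept all 1256 control spots and 875 transgenic spots. The spots away from the edge numbered 1026 and 613, and those with at least 1000 UMIs 1249 and 921. Shares of spots with a UMI were recomputed after thinning each spot to 8134 UMIs, the 10th percentile over both sections. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used.

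The intervals and the placing of lists were tested on simulated data with the genes' mean shares and the 2 library sizes, in a comparison of a transgenic and a control library with 200 genes changed by known folds. Of the 189 changed genes with at least 20 UMIs, 94.2% had the true log2 ratio inside their 95% interval and 100% had the right direction. Among 200 unchanged lists of 20 genes, 5.5% lay outside the central 95% of their matched random lists. These figures hold for counting error alone, since 1 section per condition gives no spread between animals. The simulated genes were drawn independently of each other, with list members picked at random. The figure for lists therefore does not cover genes that change together. The authors' own cluster labels, the section images and the deposited p values of Moran's I were not used here.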

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

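No test of an explanation in this part was fixed before the data were examined. Those of the fibroblast and p53 target genes were chosen only after the result was seen, as was the alternative of the spots poorest in erythroid genes.

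Comp, a matrix gene that the paper's text and Fig. 4E do not name, was among the 10 highest genes, with a log2 ratio of 5.91 (5.55 to 6.30). A signal in a single spot or corner of the section was tested by quadrants. The lowest transgenic quadrant, at 90.6 CPM, lay 3.96 above the highest control quadrant on the log2 scale, which argues against it. In the spots richest in cardiomyocyte genes the log2 ratio was 4.40, and without edge spots it was 6.44. The position of the spots changed the size of the rise but not its direction in any alternative run. The genotype stays open as an explanation, as does any other difference between the 2 animals.

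The erythroid genes stood above all 10000 matched random lists, with a median log2 ratio of 3.23 over 9 genes. Hba-a2 led them with 1656 CPM in the control and 15510 CPM in the transgenic section, and erythroid UMIs were 0.224% and 2.07% of the totals. Blood in part of the section was tested by the 10% of transgenic spots richest in these genes. Those 93 spots held 68.2% of the erythroid UMIs but 6.07% of all UMIs, against 40.2% of the erythroid UMIs in the richest 10% of control spots, so that blood left in part of the section is a candidate explanation. A cluster of 48 transgenic spots whose leading gene was Hba-a2 was left out of the clusters rich in cardiomyocyte genes, and without it the erythroid median was 2.01. In the spots poorest in erythroid genes it was 2.56. The remainder is not accounted for by that cluster, and whether it is blood spread through the tissue was not tested.

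Slc4a1, a red cell gene shown in Fig. 4E, followed the same pattern. The 10% of transgenic spots richest in hemoglobin UMIs held 61.0% (56.0% to 65.9%) of its 390 UMIs, beside 2.90% of those of Sprr1a and 7.81% of those of Col9a2. Transcripts of red blood cells are therefore a candidate explanation of its rise.

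The p53 target genes had a median log2 ratio of 0.79 over 18 genes, above 99.8% of the matched random lists. By CPM 16 were higher in the transgenic section, and 14 with TMM or DESeq2 scaling. They ranged from Gadd45a at -0.78 to Gdf15 at 3.70. As a reading of the list as p53 activity, the targets Mdm2, Ccng1 and Cdkn1a, chosen after the values were seen, were compared. Cdkn1a rose by 3.54, but Mdm2 stayed at 0.0173 (-0.08 to 0.11) and Ccng1 was at -0.76, which shows only that these 3 genes did not rise together. The list as a whole rose, so p53 activity in the section stays open and cannot be told apart from other causes of a rise of its members. The Cdkn1a and Gdf15 values hold for these genes alone, and their source was not tested.

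The macrophage genes had a median log2 ratio of 0.86 over 11 genes, above 99.8% of the matched random lists, and the fibroblast genes 1.45 over 10 genes, above 99.98% of them. The macrophage genes ranged from Lyz2 at -0.20 to Lgals3 at 2.50, and the fibroblast genes from Scara5 at -0.88 to Lamc3 at 3.25. Of the fibroblast genes, 9 were higher by CPM and 7 with TMM or DESeq2 scaling. The control section itself held at least 20 UMIs of 11 macrophage and 9 fibroblast genes. More RNA from fibroblasts was tested as an explanation of the rise of the ECM genes. The fibroblast median of 1.45 lay 1.25 above that of all genes, and it was 1.16 among genes with at least 200 UMIs. By summed UMIs the list rose less, from 12605 to 16581 UMIs or from 0.0877% to 0.128% of the totals, a log2 ratio of 0.55 (0.51 to 0.58), while collagen UMIs went from 0.257% to 0.851%. More fibroblast RNA may contribute to the ECM values, and the summed UMIs leave most of the collagen rise open. Whether fibroblasts were more numerous or more active cannot be told apart from counts per spot, nor was it tested whether cardiomyocytes themselves made matrix transcripts.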

How the results depend on the processing

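The alternative of the spots poorest in erythroid genes was chosen after the data were seen. For 8 of the list medians at the paper's claims, the direction stayed the same in all 12 alternatives run. Of these 96 values, 60 lay inside the counting interval of the main value. The others were as follows.

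With TMM factors the medians were 1.43 for the collagen, 1.68 for the collagen fibril, -0.56 for the adult contractile, -0.78 for the calcium handling, -0.82 for the complex I assembly, -1.03 for the oxidative phosphorylation and -1.11 for the fatty acid oxidation genes. With DESeq2 size factors they were 1.44, 1.68, -0.55, -0.78, -0.81, -1.03 and -1.11 in the same order. Without the 50 most abundant genes in the totals, the contractile median was -0.49, complex I assembly -0.75, oxidative phosphorylation -0.96 and fatty acid oxidation -1.04. These scalings move all genes by one factor each, so the distance to the median of all genes did not change.

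In the spots richest in cardiomyocyte genes the medians were 1.41 for the collagen, 1.61 for the collagen fibril, 1.24 for the other ECM, -0.26 for the contractile, -0.74 for the calcium handling, -0.49 for the complex I assembly, -0.61 for the oxidative phosphorylation and -0.61 for the fatty acid oxidation genes. These spots were picked on genes of which 8 are contractile and 2 belong to oxidative phosphorylation, so the values for those lists depend on the choice itself. In clusters rich in cardiomyocyte genes the contractile median was -0.38. As a mean over spots, oxidative phosphorylation came to -0.90, and in the spots poorest in erythroid genes it came to -0.90 and fatty acid oxidation to -1.02. With 1 CPM added, the collagen median was 1.37, the collagen fibril median 1.71 and the other ECM median 1.62, since added counts shrink the ratios of low genes. The collagen median was 1.44 without a filter on counts and 1.87 with at least 200 UMIs, and the calcium handling median -0.83 with at least 200 UMIs. Apart from the scalings, the pseudocount and the choice of spots just named, the cause was not tested.

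The Myh7 share of Myh6 and Myh7 UMIs was 0.143% in the control and 54.5% in the transgenic section in the spots richest in cardiomyocyte genes. In the transgenic section it was 56.3% without edge spots and 58.1% as a mean over spots. The other 6 of 10 values lay inside the counting interval.

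The other 17 lists include the fetal and stress, tricarboxylic acid cycle and single respiratory complex genes. The fetal and stress median, with an interval of 2.59 to 3.23, was 3.60 without edge spots and 2.55 in the spots richest in cardiomyocyte genes. It was 2.56 as a mean over spots, 2.58 with TMM factors and 2.59, just below the interval, with DESeq2 size factors. The tricarboxylic acid cycle median moved most in the spots richest in cardiomyocyte genes, to -0.59. Of 204 values for these 17 lists, 132 lay inside the counting interval, and 11 had another sign than the main value. The main interval left out 0 for 1 of these, the median of the 4 atrial genes, which was 0.34 by summed UMIs and -0.019 as a mean over spots. The other 10 belong to the cell cycle and mural genes, whose main intervals hold 0, and 1 of them lay beyond its interval, the cell cycle median of -1.55 with at least 200 UMIs. Of 1010 values for 101 single genes, 735 lay inside the counting interval, and 23 had another sign than the main value. For 20 of these, over 10 genes, the main interval holds 0, and 3 of the 20 lay beyond it. They were Sln at 1.15 in the spots richest in cardiomyocyte genes and Mdm2 at -0.14 with TMM factors and -0.13 with DESeq2 size factors. For 3 the main interval left out 0. Epb42 was at -0.66 and Acad9 at 0.0629 in the spots richest in cardiomyocyte genes, and Fam133b at -5.43 as a mean over spots. The cause was not tested for the atrial and cell cycle genes, Epb42, Acad9 and Sln. Of the 10 shares of spots, 8 moved beyond their interval when spots were thinned to equal depth, and each gene kept the section with the higher share. Depth limits the genes with few control UMIs, such as Cck with 3 control UMIs and an interval from 5.29 to 9.13.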

Differences from the paper's values

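The paper's Table S3 gives an average log2 fold change of 6.13343 for Slc4a1, and the log2 ratio of summed UMIs was 5.06 (4.27 to 5.98). Of the alternatives set before the data were examined, the mean over spots gave 6.13, and the others did not come within the counting error of the paper's value.

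For Nppa the paper's value is 6.10645 and the ratio of summed UMIs 6.21 (6.16 to 6.25). The mean over spots gave 6.11 and totals without the 50 most abundant genes 6.12, both within counting error of the paper's value. The other 7 alternatives did not.

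For Ankrd1 the paper's value is 3.63258 and the ratio of summed UMIs 3.68 (3.65 to 3.71). The mean over spots gave 3.63, and no other alternative came within counting error.

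For Acta1 the paper's value is 2.51595 and the ratio of summed UMIs 2.62 (2.57 to 2.67). The mean over spots gave 2.52, TMM factors 2.46, DESeq2 size factors 2.47, totals without the 50 most abundant genes 2.53 and the spots richest in cardiomyocyte genes 2.55, all within counting error. Clusters rich in cardiomyocyte genes, spots away from the edge, spots with at least 1000 UMIs and 1 CPM added did not come within it.

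Fig. 4E places FAM133B beside UCP3 among the genes it groups as lower in the transgenic heart. By summed UMIs Fam133b was higher there, with 208 UMIs in the control and 254 in the transgenic section, a log2 ratio of 0.44 (0.17 to 0.71). As a mean over spots its value was -5.43, the alternative under which it had the direction of the figure.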

Other observations

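Here too, no test of an explanation was fixed before the data were examined. The tests of Top2b, of blood, of the share of cardiomyocyte RNA, of short genes, of the skeletal muscle genes, of Table S3, of Fam133b and of the number of libraries were chosen only after the result was seen, as was the alternative of the spots poorest in erythroid genes.

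Mouse Top2b had 1531 UMIs in the control and 1318 in the transgenic section, a log2 ratio of -0.0658. The upper limit of its interval was 0.0414, which argues against too few counts to see a rise of 1 on the log2 scale. The transgene is a human TOP2B cDNA. By Western blot, the paper reports high TOP2B expression in hearts of this transgenic model after tamoxifen. Probes for the mouse gene that do not report the human transgene would also give a ratio near 0. The ratio is therefore no evidence that the transgene was silent. For this section, such probes cannot be told apart from a transcript that did not rise, because the probe sequences were not used here. Smyd1 fell from 12480 to 4219 UMIs, a log2 ratio of -1.41 (-1.46 to -1.36), and Ppargc1a from 2240 to 824 UMIs, or -1.29 (-1.41 to -1.18). Ttn was at -0.60 and Eno3 at -1.18. Top2a had 26 and 14 UMIs, a difference that was not detectable at this depth.

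Several technical explanations were tested for the lower oxidative phosphorylation genes. A few abundant genes taking the counts would bring the median near 0 once the 50 most abundant genes are left out of the totals, but it was then -0.96. In the spots poorest in erythroid genes it was -0.90, but those of the transgenic section still held more erythroid UMIs, 0.389% against 0.0752% in the control. Blood in the section was therefore tested in the 132 transgenic spots that together held 0.224% erythroid UMIs, the share of the whole control section. Against all control spots their median was -1.01 (-1.04 to -0.98), which argues against blood as the whole cause. A lower share of cardiomyocyte RNA, with the mix of the other cell types unchanged, would raise the genes of each of them alike. The endothelial genes had a median of 0.18 (0.07 to 0.26), above 55.3% of matched random lists, and the mural genes one of -0.00 (-0.06 to 0.05), above 16.2%. By medians, the lower limit of the fibroblast genes lay 1.28 above the upper limit of the mural genes. The log2 ratios of summed UMIs also differed. They were 0.55 (0.51 to 0.58) for the fibroblast and 0.99 (0.93 to 1.04) for the macrophage genes. For the endothelial and mural genes they were 0.08 (0.06 to 0.11) and -0.24 (-0.27 to -0.20). These differences argue against a lower share with an unchanged mix. They cannot decide on a lower share with a changed mix, since the other cell types need not then rise alike. The cardiomyocyte ranking genes, of which 8 are also on the contractile list, had a median of -0.60. Their matched random lists had one of -0.51 themselves, so the place among these lists says little. The oxidative phosphorylation median was lower by 0.48 than that of the contractile genes. How much a lower share of cardiomyocyte RNA contributed stays open.

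Gene length was tested across all genes, with a RefSeq length for 15033 of the 15236. The longest 10%, 1504 genes, had a median log2 ratio of 0.24, inside the central 95% of matched random lists from 0.19 to 0.27. The shortest 10% had a median of 0.02 and lay below all 2000 matched lists. Since the oxidative phosphorylation genes are short, with a median of 7.39 kb against 22.3 kb, short genes being lower in the section was tested as an explanation of their fall. The 54 short members lay at percentile 0 of matched random lists drawn from 5089 short genes, whose central 95% ran from -0.11 to 0.40, which argues against it.

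Atrial tissue in part of the transgenic section was tested as a source of Nppa. The lowest transgenic quadrant lay 4.84 above the highest control quadrant on the log2 scale, which argues against it. The 4 atrial genes with at least 20 UMIs, 2 of which are on the fetal and stress list, had a median of 0.34, above 74.9% of matched random lists. That median depends on the processing, with 1.27 in the spots richest in cardiomyocyte genes, 1.10 without edge spots, 1.20 with at least 200 UMIs and -0.019 as a mean over spots. Its members went both ways, with Myl7 at 1.86 and Myl4 at 1.20, the 2 genes shared with the fetal and stress list, and Kcnj3 at -0.80.

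Skeletal muscle fibres in the section were tested as a source of Myh8. Myh1, Myh2 and Myh4 together had 10 UMIs in the transgenic section, against 279 for Myh8, which argues against adult fast fibres. The skeletal muscle list had a median of 1.02 over 5 genes, above 94.8% of matched random lists, and its highest member was Tnnt3 with 18 and 384 UMIs. A constant share of Myh7 signal read as Myh8 would scatter Myh8 UMIs around that share by counting error alone. The dispersion per spot was 1.234, barely above 1.233, the upper end of the central 95% of 10000 simulated draws, so this test by itself decides little. Over 38 blocks of neighboring spots, a grouping chosen after the data were seen, it was 2.85 against 1.50, and over quadrants the share ran from 0.165% to 0.407%. Both argue against a single constant share.

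The cell cycle genes had a median of 0.05 over 11 genes, above 35.7% of matched random lists. It was -0.11 with TMM factors, -0.37 without edge spots and -1.55 with at least 200 UMIs, so that no direction is given for the list. Its summed UMIs fell from 706 to 395, with Cenpf at -3.67 falling from 354 to 25. Ddx3y, Kdm5d, Uty and Eif2s3y, genes of the Y chromosome, had 0 UMIs in both sections.

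Fam133b owes its mean over spots to a spot with few UMIs. A single control spot, whose only UMI was Fam133b, gave 98.2% of the control mean. Without the highest spot of each section the log2 ratio of the means was 0.33. For the other genes of Fig. 4E the same removal left the direction as it was.

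The paper's methods name cardiomyocyte clusters and Benjamini–Hochberg adjustment, and Table S3 was compared with both. If all spots over tissue were compared, the shares of spots would equal those over all spots, and this held for 100% of 1993 genes. Over clusters rich in cardiomyocyte genes, made here and not by the authors, it held for 5.92%. For these genes the shares are those of a comparison of all spots over tissue, blood and edge spots included. The lowest log2 fold change among the genes used was 1.02, so genes lower in the transgenic section were not checked. The adjusted p values equaled the raw ones after multiplication by the number of genes, 19465, within a relative 0.001, for 100% of the 1549 genes with a raw value above 0 and an adjusted value under 1.

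With 1 library per condition, another difference between the 2 animals or sections, such as the level of the cut through the heart, cannot be told apart from an effect of the transgene for any value above.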
